# The histone chaperone Spn1 preserves chromatin protections at promoters and nucleosome positioning in open reading frames

**DOI:** 10.1093/g3journal/jkaf032

**Published:** 2025-02-17

**Authors:** Andrew J Tonsager, Alexis Zukowski, Catherine A Radebaugh, Abigail Weirich, Laurie A Stargell, Srinivas Ramachandran

**Keywords:** Spn1, nucleosome positioning, chromatin, chaperone

## Abstract

Spn1 is a multifunctional histone chaperone that associates with RNA polymerase II during elongation and is essential for life in eukaryotes. While previous work has elucidated regions of the protein important for its many interactions, it is unknown how these domains contribute to the maintenance of chromatin structure. Here, we employ digestion by micrococcal nuclease followed by single-stranded library preparation and sequencing to characterize chromatin structure in *Saccharomyces cerevisiae* expressing wild-type or mutants of Spn1 (*spn1^K192N^ or spn1^141–305^*). We mapped protections of all sizes genome wide. Surprisingly, we observed a widespread loss of short fragments over nucleosome-depleted regions (NDRs) at promoters in the *spn1^K192N^*-containing strain, indicating critical functions of Spn1 in maintaining normal chromatin architecture outside open reading frames. Additionally, there are shifts in DNA protections in both Spn1 mutant-expressing strains over open reading frames, which indicate changes in nucleosome and subnucleosome positioning. This was observed in markedly different Spn1 mutant strains, demonstrating that multiple functions of Spn1 are required to maintain proper chromatin structure in open reading frames. Changes in chromatin structure correlate positively with changes in gene expression, as shown by RNA-seq analysis in the Spn1 mutant strains. Taken together, our results reveal a previously unknown role of Spn1 in the maintenance of NDR architecture and deepen our understanding of Spn1-dependent chromatin maintenance over transcribed regions.

## Introduction

Eukaryotes package their genomes by wrapping ∼147 bp of DNA in about 1.7 superhelical turns around an octamer of histone proteins to form nucleosomes (Davey *et al*. 2002; Flaus *et al*. 1996; Luger *et al*. 1997). This process occurs in a stepwise manner, as DNA initially wraps around a tetramer of histones H3−H4 to form a tetrasome, followed by sequential additions of 2 H2A-H2B dimers to form a hexasome, then a nucleosome (Polo and Almouzni 2006). Tetrasome and hexasome subnucleosomal structures have been observed both in vitro (Brower-Toland *et al*. 2002) and in vivo (Ramachandran *et al*. 2017) and represent stable subnucleosomal intermediates in nucleosome assembly and disassembly. Nucleosomes regulate DNA access to many proteins that perform essential processes such as DNA replication (Eaton *et al*. 2010; Groth *et al*. 2007), repair (Adkins *et al*. 2013; Groth *et al*. 2007), recombination (Bevington and Boyes 2013), and transcription. Nucleosomes regulate transcription in a variety of ways. Positioning of nucleosomes at promoters can hinder transcription initiation by preventing the binding of transcription factors (Henikoff *et al*. 2011; Kubik *et al*. 2015), and nucleosome-depleted regions (NDRs) are important for regulation of gene expression (Kubik *et al*. 2015). Chromatin remodelers, such as the RSC complex, actively maintain NDRs after nucleosome deposition (Lorch *et al*. 2014). This region is bound by many other factors, such as activators that bind and compete with nucleosome formation within NDRs, contributing to the low nucleosome density in these regions (Rando and Winston 2012). NDRs upstream of transcription start sites contain promoter sequences bound by transcription initiation factors. Positioning of nucleosomes within coding regions can play an important role in preventing intragenic transcription initiation by reducing the accessibility of factors to intragenic initiation sites (Kaplan *et al*. 2003). Nucleosomes inhibit transcription elongation as they pose a significant barrier to RNA polymerase II (RNAPII) and reduce its transcription rate (Brahma and Henikoff 2020; Selth *et al*. 2010). Hence, chromatin structure in vivo must be dynamic to allow for selective gene expression. An important class of proteins responsible for modifying chromatin structure are histone chaperones, which bind histones and facilitate histone deposition, exchange, or removal from chromatin, independent of ATP (Bai and Morozov 2010).

Spn1 is a multifunctional and essential histone chaperone that is highly conserved across eukaryotes. *S. cerevisiae*Spn1 preferentially binds H3-H4 histones (Li *et al*. 2018) via its N-terminal region, with a high binding affinity (*K*_D_ ∼ 10 nM). Spn1 affinity to H3-H4 is at least 50-fold higher than that to H2A-H2B dimers (Li *et al*. 2022). Spn1 can deposit H3-H4 onto DNA and facilitate the assembly of H3-H4 tetrasomes in vitro (Li *et al*. 2018). Spn1 also has a well-characterized interaction with Spt6, another essential histone chaperone; they bind to each other with high affinity (*K*_D_ = 10–100 nM) to form a heterodimer (Gavin *et al*. 2002; Krogan *et al*. 2002; Lindstrom *et al*. 2003; McDonald *et al*. 2010). The central domain of Spn1 is a highly conserved 8-helix bundle and is primarily responsible for binding Spt6 (Li *et al*. 2022). Depletion of either protein through the auxin-inducible degron system results in a reduction in recruitment of the other to chromatin (Reim *et al*. 2020). Spn1 binds nucleosomes with its C-terminal region (Li *et al*. 2018, 2022).

A mutant of Spn1, *spn1^141–305^*, lacks the N- and C-terminal domains, which are responsible for histone and nucleosome binding, respectively. When *spn1^141–305^* is the sole source of Spn1, yeast cell growth is relatively healthy (Fischbeck *et al*. 2002; Li *et al*. 2018). Though *spn1^141–305^* cannot bind histones and nucleosomes, it retains the ability to bind Spt6 and RNAPII (Li *et al*. 2018, 2022). A different allele of Spn1, *spn1^K192N^,* is similarly viable, but we have previously demonstrated that these cells have reduced Spn1 recruitment to the *CYC1* locus and fail to recruit Spt6 to *CYC1* (Zhang *et al*. 2008). The *spn1^K192N^* mutant also has reduced Spn1 binding to RNAPII by co-immunoprecipitation (Zhang *et al*. 2008). While both alleles cover a *SPN1* knockout, we have previously shown that they are partially defective or involved in redundant functions with other cellular proteins. For example, yeast expressing the Spn1 mutants in a background containing knockouts in other elongation and transcription factors experience significant defects in growth (Li *et al*. 2018; Zhang *et al*. 2008). Recent work demonstrates that Iws1, the human ortholog of Spn1, serves as a hub that maintains the association of numerous additional transcription factors (Cermakova *et al*. 2021).

While we and others have previously demonstrated that Spn1 possesses multiple interactions pertinent to its chromatin functions, the role of Spn1 in vivo is not well understood. Here, micrococcal nuclease digestion followed by single-stranded library preparation and sequencing (MNase-SSP) (Ramani *et al*. 2019) is used to characterize chromatin structure in yeast expressing wild-type or mutant Spn1 alleles. Compared with traditional MNase-seq (with or without selection of ∼147 bp fragments), MNase-SSP allows for the analysis of a wider range of protections by better retaining MNase-protected fragments of a variety of lengths (Ramani *et al*. 2019). This includes both nucleosomal protections and subnucleosomal protections. Subnucleosome protections are broadly defined as DNA protections with footprints smaller than the protection by a nucleosome (∼147 bp) (Henikoff *et al*. 2011; Kent *et al*. 2011). Specific subnucleosome protections can arise due to histone-containing subnucleosomal intermediates at open reading frames (Ramachandran *et al*. 2017; Rhee Ho *et al.* 2014). The MNase-SSP protections also include non-nucleosomal protections, defined as DNA fragments obtained through nonhistone protections, such as protection by transcription factors, preinitiation complex, and other DNA binding factors. In this study, using MNase-SSP, we outline the effects of *spn1^K192N^* and *spn1^141–305^* on chromatin structure in vivo. Furthermore, to determine whether changes in chromatin structure identified through MNase-SSP correlate with changes in gene expression, we also performed RNA-seq to identify differentially expressed genes in cells expressing *spn1^K192N^* or *spn1^141–305^*.

We find that despite distinct defects with known binding partners, both *spn1^K192N^* and *spn1^141–305^* expression show similar chromatin defects across genes, namely a progressive 3′ downstream shift in chromatin protections over gene bodies. Intriguingly, MNase-SSP also revealed a molecular mutant phenotype specific to cells expressing *spn1^K192N^*: the loss of protections over NDRs in promoters, most dramatic for fragments <60 bp in length. Additionally, expression of *spn1^141–305^*, but not *spn1^K192N^*, produces a unique molecular mutant phenotype of a shift in the +1 and +2 nucleosome positions. Mapping the midpoints of the sequenced fragments indicates that shifts correspond to a downstream redistribution of nucleosome and subnucleosomal occupancy at alternative rotational positions; alternative rotational positions have been previously observed in the yeast genome (Brogaard *et al*. 2012). This molecular mutant phenotype of the shift downstream is largest at longer genes. Our RNA-seq results also revealed that expression of *spn1^K192N^* or *spn1^141–305^* produces a global reduction in gene expression. Intriguingly, genes differentially expressed in the Spn1 mutant strains are enriched in the highest quartile of gene length, revealing a correlation between nucleosome positioning shift and changes in gene expression. Taken together, these studies reveal the importance of Spn1 in preserving chromatin structure across the yeast genome.

## Material and methods

### Yeast culturing and strains

All *S. cerevisiae* strains were grown in yeast extract, peptone, and dextrose (YPD; 2% dextrose) media at 30°C in biological duplicate independently. A description of yeast strains and plasmids is provided in Supplementary Table 1, File 1. The strains used in this study were previously created as described (Li *et al*. 2018; Thurston *et al*. 2018; Zhang *et al*. 2008). In summary, strains were transformed with a covering plasmid containing the *URA3* gene and the wild-type *SPN1* open reading frame flanked by the *TOA1* promoter and terminator; the *TOA1* sequences were used to prevent integration within the covering plasmid of the *LEU2* derivative described next. Endogenous *SPN1* was replaced by a *LEU2* fragment flanked by the *SPN1* promoter and terminator through homologous recombination. Plasmids containing the *HIS3* gene and wild-type *SPN1*, *spn1^K192N^*, or *spn1^141–305^* under the control of their native promoter and terminator were introduced into strains by plasmid shuffling, which results in the removal of the covering plasmid.

### RNA preparation for sequencing

RNA was isolated from yeast expressing either wild-type Spn1, *spn1^K192N^*, or *spn1^141–305^* in triplicate 10-mL cultures by hot-acid phenol extraction as previously described (Iyer and Struhl 1996). Cells were grown in YPD at 30°C to mid-exponential phase (OD600 ∼ 1.0), harvested, and each sample was spiked to obtain a final concentration of 1 *Schizosaccharomyces pombe* to 10 *S. cerevisae* cells. RNA libraries were prepared with poly-A enrichment and sequenced using the NovaSeq X Plus Series (PE150) platform (Novogene).

### RNA-seq analysis

A concatenated fasta file was created using (1) cDNA sequences of *S. cerevisiae* (release 113 from Ensembl), (2) cDNA sequences of *S. pombe* (from PomBase), (3) whole genome sequence of *S. cerevisiae*, and (4) whole genome sequence of *S. pombe*. A Salmon index was created using the concatenated fasta, setting the whole genome sequences as decoys. Transcript quantification was performed using Salmon v1.9 with libType set as automatic (Patro *et al*. 2017). Differential gene expression analysis was performed using DeSeq2 (Love *et al*. 2014) (v1.30.1) in R (v4.0.3). For spike-in normalization, size factors were estimated by setting *S. pombe* genes as control genes, resulting in the distribution of log2FC for *S. pombe* genes centered at 0 (Supplementary Fig. 18a–c, File 1). The expression matrix across genotypes was transformed using the “rlog” function in DESeq2 and the transformed matrix was used for performing principal component analysis (PCA) using the “prcomp” function in R and plotted using ggplot2. Gene set enrichment analysis was performed using g:Profiler (Kolberg *et al*. 2023). The normalized read counts using the “rlog” function and the results of the differential gene expression analysis are included in Supplementary File 2.

### Isolation of nuclei and micrococcal nuclease digestion

Yeast nuclei isolation and MNase digestion were performed as described in Zhang and Reese (2005) with modifications. Yeast strains were grown in 400 mL of YP +2% glucose until an OD_600_ of ∼1.0 was reached. The cells were collected by centrifugation in a JA-10 rotor at 5,000 rpm for 10 min at 4°C. The supernatant was decanted from above the cell pellets, and the cells were suspended in 30 mL of sorbitol buffer [50 mM Tris-Cl pH 7.5, 1.0 M sorbitol, 10 mM MgCl_2_, 10 mM 2-mercaptoethanol and 1 mM phenylmethylsulfonyl fluoride (PMSF)]. The cell suspensions were transferred to chilled 50 mL conical tubes and collected by centrifugation in a GPKR centrifuge at 3,200 rpm for 5 min at 4°C. The supernatants were decanted from above the cell pellets, and the cells were washed 2 additional times with 30 mL of sorbitol buffer. The mass of the cell pellets was determined, and the cells were suspended in 0.66 mL of sorbitol buffer per gram of cells.

Spheroplasting was completed by adding 0.34 mL of Zymolase (10 mg/mL) per gram of cells and incubating at 30°C with gentle agitation until ∼90% of the cells were converted to spheroplasts. The spheroplasts were collected by centrifugation in a GPKR centrifuge at 3,200 rpm for 5 min at 4°C and then gently washed 2 times with 5 mL of sorbitol buffer as described above. The washed spheroplasts were suspended in 25 mL of Ficoll buffer (18% Ficoll 400, 20 mM Tris-Cl pH 7.5, and 0.5 mM MgCl_2_), transferred to a 50 mL Potter-Elvehjem homogenizer, and lysed on ice with 6 up-down even strokes with a handheld drill at max rpm. The lysates were transferred to chilled 25 mL centrifuge tubes, and the remaining cells were pelleted in a JA-20 rotor at 6,400× rpm for 5 min at 4°C. The supernatants containing yeast nuclei were transferred to new centrifuge tubes and pelleted at 15,000× rpm at 4°C. The nuclei were suspended in 10 mL of MNase digestion buffer (20 mM Tris-Cl pH 8.0, 1.5 mM CaCl_2_, 150 mM NaCl, and 1 mM PMSF). To estimate the yield of nuclei, 100 µL aliquots of the nuclei suspensions were diluted to 1 mL with MNase digestion buffer and the OD_600_ was determined. The nuclei were again pelleted at 15,000× rpm for 30 min at 4°C and suspended in MNase digestion buffer at a ratio of 2.4 mL per 0.2 OD_600_. Five aliquots (400 µL) of the nuclei suspensions were transferred to microcentrifuge tubes and incubated at 37°C for 10 min. Digestion buffer or MNase was added to samples to yield a final concentration of 0, 32, 64, or 128 U/mL, and incubation at 37°C continued for 10 min. 100 µL of stop solution (50 mM EDTA, 2.5% SDS, 0.25 mg/mL Proteinase K) was added to each reaction, and the samples were mixed and incubated at 37°C overnight. The MNase-digested DNA samples were extracted twice with phenol:chloroform, once with chloroform, and precipitated with ethanol. The DNA was washed with 70% ethanol, dried at room temperature, then suspended in 100 µL of TE buffer (pH 7.5) and 3 µL of RNaseA (10 mg/mL) added. The RNase reactions were incubated overnight at 37°C, followed by ethanol precipitation, washing with 70% ethanol, and drying at room temperature. The precipitated DNA samples were suspended in 100 µL of TE buffer (10 mM Tris-Cl, pH 8.0 and 1 mM EDTA, pH 8.0), and 10 µL of each sample was subjected to agarose gel electrophoresis.

### Single-stranded DNA library preparation and sequencing

MNase-protected DNA fragments were made into sequencing libraries using the single-stranded library protocol as previously described (Gansauge and Meyer 2013; Ramani *et al*. 2019; Snyder Matthew *et al.* 2016). In brief, 10 ng DNA was dephosphorylated using FastAP Thermosensitive Alkaline Phosphatase (Thermo Scientific cat. EF0651), denatured, and incubated overnight with CircLigaseII (Lucigen cat. CL9025K) and 0.093–0.125 µM biotinylated CL78 primer (35) at 60°C with shaking every 5 min. DNA fragments were then denatured and bound to magnetic streptavidin M-280 beads (Invitrogen cat. 11205D) for 30 min at room temperature with nutation. Beads were washed, and second-strand synthesis was performed using Bst 2.0 DNA polymerase (NEB cat. M0537) with an increasing temperature gradient of 15–31°C with shaking at 1,750 rpm. Beads were washed, and a 3′ gap fill was performed using T4 DNA polymerase (Thermo Scientific cat. EL0011) for 30 min at room temperature. Beads were washed, and a double-stranded adapter was ligated using T4 DNA ligase (Thermo Scientific cat. EP0062) for 2 h at room temperature with shaking at 1750 rpm. Beads were washed and resuspended in 30 µL of 10 mM TET buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.05% Tween-20). DNA was denatured at 95°C for 3 min, and DNA libraries were collected after immediate magnetic separation.

Quantitative real-time PCR was performed on DNA libraries using iTAQ Supermix (Bio-Rad cat. 1725124), and Ct values were used to determine the number of PCR cycles needed to amplify each library. PCR was performed with KAPA HiFi DNA polymerase (Kapa Biosystems cat. KK2502) using barcoded indexing primers for Illumina. Primer dimers were removed from the libraries using AMPure beads (Beckman Coulter cat. A63881). Libraries were eluted in 0.1X TE, and concentrations were determined using Qubit. The length distribution of each library was assessed by the Agilent Bioanalyzer using the D1000 or HSD1000 cassette. Libraries were sequenced for 150 cycles in paired-end mode on the NovaSeq 6000 system at the University of Colorado Cancer Center Genomics Shared Resource.

### MNase-SSP analysis

Sequencing reads were trimmed using Cutadapt (Martin 2011): Illumina adapter sequences were removed and reads were trimmed to 140 bp. Reads less than 35 bp were discarded. Trimmed reads were aligned to the sacCer3 version of *S. cerevisiae* genome using bowtie2 (Langmead and Salzberg SL 2012). Samtools (Li *et al*. 2009) and bedtools (Quinlan and Hall 2010) were used for processing aligned reads from sam to bed files. Coverage at 1 bp windows genome wide for specific fragment lengths was calculated as the number of reads that mapped at each window, normalized by the factor *N*: *N* = 139,712,364/(total number of mapped reads). The number 139,712,364 was chosen arbitrarily. Coverage of fragment centers for specific fragment lengths was also calculated similarly at 1 bp windows. V-plots were generated using custom scripts that are publicly available (https://github.com/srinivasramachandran/VPLOTS/). Nucleosome positions were obtained from (Brogaard *et al*. 2012). Transcription start sites were obtained from (Park *et al*. 2014). Genes were stratified by expression using published NET-seq data (Churchman and Weissman 2011). NET-seq normalized read counts were summed between TSS + 100 and TSS + 200. *Z*-scores across rotational positions spanning −50 to +50 bp surrounding each nucleosome dyad position were calculated for each mapped dyad for each gene. Positive *Z*-scores denote preferred rotational positions within a nucleosome position of 1 gene. The *Z*-scores of wild-type Spn1 were subtracted from the *Z*-scores of Spn1 mutants for each gene to obtain changes in rotation position preference due to Spn1 mutation.

## Results

### MNase-SSP interrogates chromatin protections across the yeast genome

To study the role of Spn1 in maintaining chromatin structure, wild-type Spn1, *spn1^K192N^*, and *spn1^141–305^* containing strains were subjected to MNase-SSP. MNase-SSP was performed with increasing levels of MNase, which digests linker DNA at 25 times the rate of nucleosomal DNA and produces protected genomic fragments of varied sizes (Chereji *et al*. 2017). Samples were subjected to agarose gel electrophoresis to qualitatively assess the population of polynucleosomal, nucleosomal, and smaller fragment sizes after MNase digestion (Supplementary Fig. 1a, File 1). Fragments of all lengths were sequenced and mapped to the *S. cerevisiae* genome. A metagene analysis was performed to generate plots of fragment midpoint vs. fragment length (“V-plots”) (Henikoff *et al*. 2011) centered at the dyad of each nucleosome from the +1 to +10 positions. V-plots centered at +1, +2, and +5 exemplify that plots at each nucleosome position show a checkered pattern that appears similar across both wild-type (Fig. 1a) and mutant samples (Fig. 1b and c). To construct V-plots, we randomly sampled fragments genome wide to yield similar fragment length distributions across WT and Spn1 mutant datasets (Supplementary Fig. 1b, File 1). Dyad definitions from chemical cleavage mapping were used to define nucleosome dyad positions spanning 4,688 yeast genes (Brogaard *et al*. 2012) (Supplementary Fig. 2, File 1). The density at position 0 and fragment length 147 bp corresponds to the strongest dyad signal (Fig. 1). For fragments ∼150 bp in length, this arises from peaks in density separated by a 10 bp periodicity on either side of the dyad, suggesting nucleosome occupancy at previously mapped rotational positions surrounding yeast nucleosomes (Brogaard *et al*. 2012; Chereji *et al*. 2018). Additionally, the V-plots indicate the existence of rotational positioning of subnucleosomal protections in all the samples, as this pattern persists at shorter fragment lengths. Notably, at ∼50–150 bp upstream of the +1 dyad, the *spn1^K192N^* mutation, but not *spn1^141–305^*, produces a loss in fragment density for short protections, corresponding to a decrease in protection over NDR (Fig. 1b). This finding suggests that Spn1 may contribute toward the maintenance of the architecture of NDRs, a newly described function for Spn1.

**Fig. 1.**
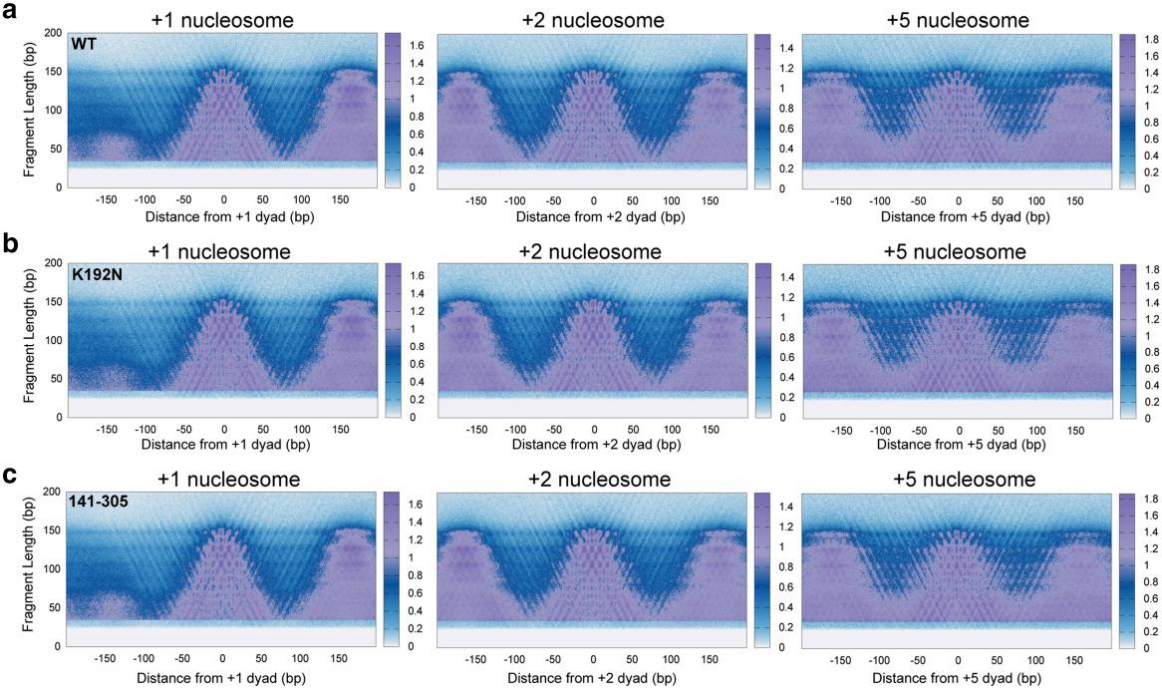
An extensive characterization of fragments protected from MNase digestion suggests shifts in chromatin protections in Spn1 mutant yeast across fragment lengths. a) Nuclei harvested from 2 biological replicates of wild-type, b) *spn1^K192N^*, and c) *spn1^141–305^* expressing yeast grown to log phase were digested with 128U MNase and protected fragments were isolated and sequenced. V-plots were produced by mapping fragment midpoints to the yeast genome anchored at +1, +2, and +5 nucleosome dyad positions from 4,688 genes.

### The *spn1^K192N^* mutation reduces stability of chromatin protections over NDR

The V-plot analyses indicate that MNase-protected fragments are reduced in the NDRs specifically in the *spn1^K192N^* mutant yeast strain (Fig. 1). NDRs are flanked by well-positioned −1 and +1 nucleosomes, which reside directly upstream and downstream of this region, respectively. There are many contributors to the architecture of NDRs, including chromatin remodelers, activators, transcription initiation factors, etc. (Lorch *et al*. 2014; Rando and Winston 2012). Many of these non-nucleosomal factors have small footprints (<60 bp) (Henikoff *et al*. 2011; Kent *et al*. 2011). The V-plot analyses suggested that short protections of these lengths are reduced over the NDR in *spn1^K192N^* cells. To further explore this, we mapped the enrichment of short (<60 bp) fragments relative to the +1 nucleosome position of genes. This range of fragments produces a significant peak between the locations of the +1 and −1 nucleosomes in wild-type cells, and the abundance of fragments within this peak is dramatically reduced in *spn1^K192N^*, but not *spn1^141–305^* cells (Fig. 2a). The enrichment of <60 bp fragments shows that short non-nucleosomal protections are lost over NDRs in *spn1^K192N^* cells.

**Fig. 2.**
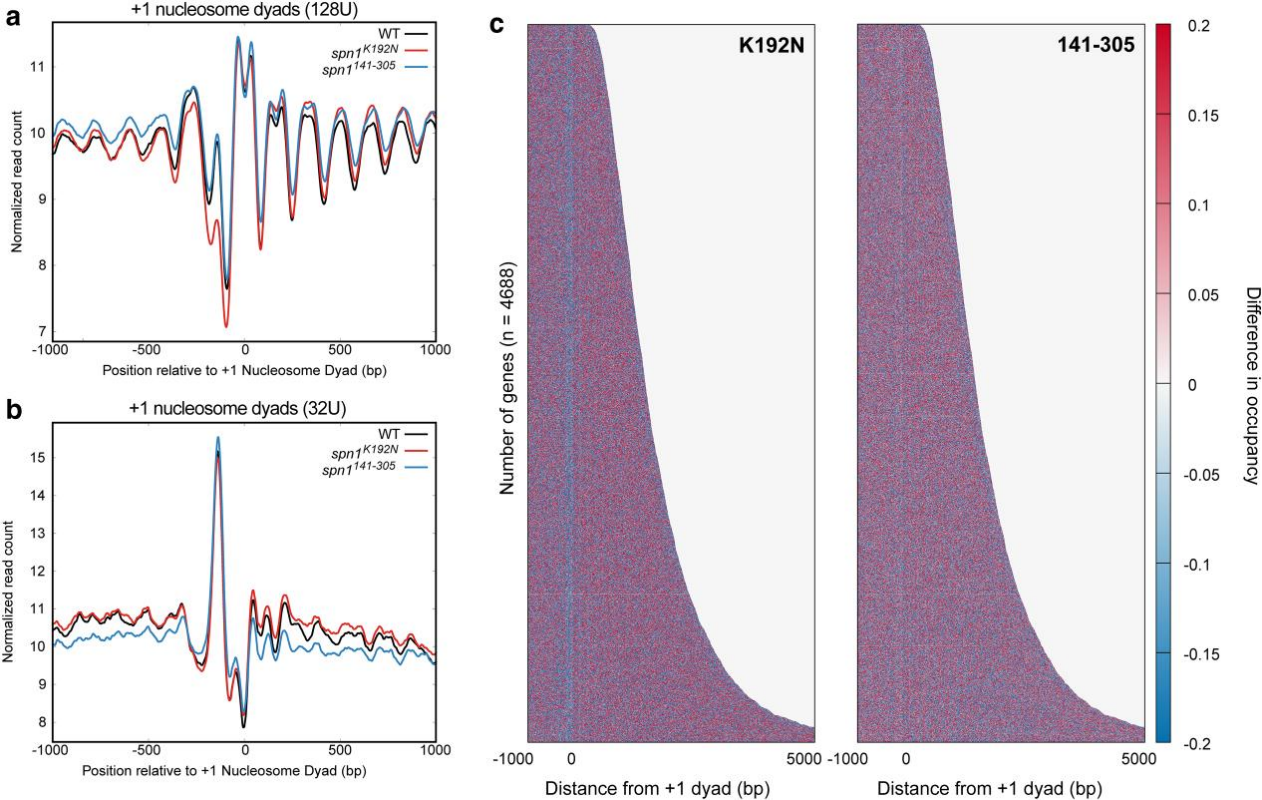
The *spn1^K192N^* mutation reduces the stability of NDRs. a) Profiles of MNase-protected fragments (0–60 bp) mapped over 4,688 genes aligned to the +1 nucleosome dyad in wild-type, *spn1^K192N^*, and *spn1^141–305^* expressing yeast. b) Profiles of MNase-protected fragments (0–60 bp) from low MNase-digested samples (32U) mapped over 4,688 genes aligned to the +1 nucleosome dyad in wild-type, *spn1^K192N^*, and *spn1^141–305^* expressing yeast. c) Difference heatmap between wild-type and mutant Spn1 expressing yeast strains scored by changes in occupancy of 0–60 bp fragments. Genes are aligned by their +1 nucleosome dyad position and ranked by length. Scores are calculated by subtracting wild-type occupancy data from mutant occupancy.

NDRs are maintained and protected by a wide range of proteins, including those sensitive to MNase (Chereji *et al*. 2017; Henikoff *et al*. 2011; Kubik *et al*. 2015). By varying MNase concentration, less stable structures can be revealed that are more sensitive to higher levels of MNase. To probe the MNase sensitivity of the NDR in Spn1 mutants, datasets generated from treatment with a lower amount of MNase were analyzed. We mapped smaller fragments from these samples and found that the NDR is largely unaffected in these samples (Fig. 2b). This demonstrates that *spn1^K192N^* cells exhibit a defect in protein protections in the NDRs, which renders the protections significantly less stable than wild-type cells at higher MNase concentrations. Taken together, this indicates that the stability of protein protections in the NDR is compromised in *spn1^K192N^* cells.

The loss of short protections in the NDR prompted the question of whether longer protections are also affected in *spn1^K192N^*. To assess which lengths of protected fragments are reduced in this region, bins of fragment lengths were generated to selectively analyze their enrichment in wild-type vs. Spn1 mutant-expressing yeast. Fragments ∼147 bp in length are captured in a bin of fragments between 142 and 152 bp in length, and can be interpreted as nucleosomal protections, as the DNA is protected from MNase by its histone contacts. These fragments represent a significant portion of the sample, as the MNase-SSP libraries exhibit a local peak in fragments of this length (Supplementary Fig. 1b, File 1). The abundance of protected fragments, both 83–93 bp and 102–112 bp, can be interpreted as subnucleosomal protections with loss of histone-DNA contacts due to removal of an H2A-H2B dimer (Ramachandran *et al*. 2017; Rhee Ho *et al.* 2014). Additionally, mapping fragments of 61–71 bp can be interpreted as subnucleosomal protections with loss of histone-DNA contacts for both H2A-H2B dimers (Ramachandran *et al*. 2017). All of these ranges in fragment lengths also correspond to peaks in the fragment length distribution of our samples (Supplementary Fig. 1b, File 1). To determine if these protections over NDRs change upon Spn1 mutation, fragments from each of these bins were mapped over the yeast genome. The loss of fragments observed in *spn1^K192N^* diminishes as fragment length increases (Supplementary Fig. 3, File 1). This suggests that Spn1 maintains mainly short non-nucleosomal protections in the NDR.

The prior metagene analyses demonstrated that *spn1^K192N^* reduces protections over the NDR, with this defect becoming increasingly dramatic as the DNA fragment lengths shorten. To investigate the fraction of NDRs driving this effect in the metaplots, the normalized counts of 0–60 bp fragments were plotted as a heatmap, with genes aligned by their +1 nucleosome dyad position and ranked by length (Supplementary Fig. 4, File 1). To visualize the difference in fragment occupancy between wild-type and mutant strains, the wild-type occupancy scores were subtracted from the *spn1^K192N^* or *spn1^141–305^* samples to generate a difference heatmap (Fig. 2c). In *spn1^K192N^* cells but not *spn1^141–305^* cells, reduced 0–60 bp fragment occupancy was observed directly upstream of the +1 dyad location across genes ranked by length. This indicates that the defect in short protections in NDRs is consistent across all yeast genes in *spn1^K192N^* cells.

While nucleosomes are generally depleted in NDRs, recent work has elucidated that a subset of yeast NDR regions do contain fragile nucleosomes that are highly sensitive to MNase (Chereji *et al*. 2017; Kubik *et al*. 2015). Our analyses above demonstrate that Spn1 maintains primarily short non-nucleosomal protections in NDRs across the yeast genome. However, it is possible that the subset of NDRs containing fragile nucleosomes may exhibit larger defects in these non-nucleosomal protections compared with NDRs without fragile nucleosomes in *spn1^K192N^* cells. To address this possibility, we mapped the enrichment of short (<60 bp) fragments relative to the +1 nucleosome position of genes with either a fragile −1 nucleosome or stable −1 nucleosome as defined by Kubik *et al*. (2015). To assess the MNase sensitivity of these protections, we mapped fragments from both conditions treated with a higher or lower amount of MNase as previously described. This analysis demonstrates that both NDRs with a fragile −1 nucleosome and those with a stable −1 nucleosome experience a similar loss of 0–60 bp protections in *spn1^K192N^* cells but display no differences in nucleosomal protections from wild-type in the NDR (Supplementary Fig. 5, File 1). Taken together, this indicates that Spn1 maintenance of short non-nucleosomal protections in NDRs is critical at both of these classes of NDRs found in the yeast genome.

### Spn1 influences nucleosome positioning over genes

Spn1 is a transcription elongation factor physically associated with the RNAPII elongation complex (Ehara *et al*. 2022), and its genome-wide occupancy is highest over gene bodies (Mayer *et al*. 2010; Rossi *et al*. 2021). To further investigate the role of Spn1 in preserving chromatin structure over gene bodies, the normalized counts of 80–170 bp fragments were first plotted as a heatmap (Supplementary Fig. 6a, File 1). To visualize differences in pattern between wild-type and mutant strains, the wild-type occupancy scores were subtracted from the *spn1^K192N^* or *spn1^141–305^* samples to generate a difference heatmap (Fig. 3a). As this range of fragments is sufficiently wide to include subnucleosomal protections, this analysis also shows the loss of protection across NDRs in the *spn1^K192N^* mutant strain (Fig. 3a, left panel). The difference heatmap also reveals a striated pattern across the open reading frames of genes, which is strikingly similar in both mutants. This striated pattern of blue and red stripes seen in the difference heatmap highlight regions of lost fragment occupancy over wild-type dyad positions followed by an increase in fragment occupancy directly downstream of these positions. To specifically assess changes in nucleosome protections in the Spn1 mutant-expressing strains, we repeated our analysis by exclusively mapping 142–152 bp fragments over our gene list (Supplementary Fig. 6b, File 1). We observe a striated pattern in the difference heatmap over open reading frames similar to the pattern observed in the difference heatmap generated with 80–170 bp fragments. Consistent with our prior profile analysis (Supplementary Fig. 3, File 1), we observe no loss of protection in 142–152 bp fragments over the NDR in the *spn1^K192N^* strain (Supplementary Fig. 6c, File 1).

**Fig. 3.**
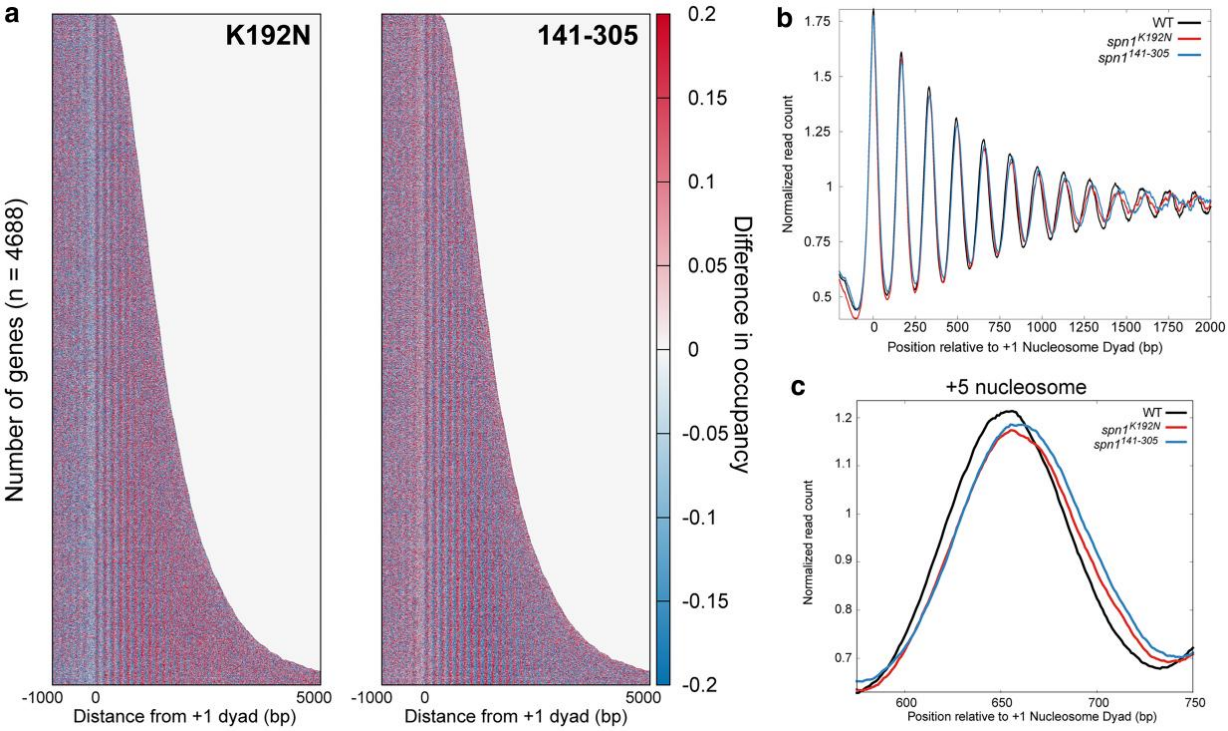
Mutations in Spn1 produce a downstream shift in nucleosome positions over open reading frames genome wide. a) Difference heatmap between wild-type and mutant Spn1 expressing yeast strains scored by changes in nucleosome occupancy. Genes are aligned by their +1 nucleosome dyad position and ranked by length. Scores are calculated by subtracting wild-type nucleosome occupancy data from mutant nucleosome occupancy. b) Profiles of MNase-protected fragments (80–170 bp) mapped over 4,688 genes aligned to the +1 nucleosome dyad in wild-type, *spn1^K192N^*, and *spn1^141–305^* expressing yeast. c) Profiles of MNase-protected fragments (80–170 bp) aligned to the +1 nucleosome dyad in wild-type, *spn1^K192N^*, and *spn1^141–305^* expressing yeast highlighting the +5 nucleosome position.

To investigate nucleosome positioning across gene bodies further, an additional metagene analysis was performed by averaging the normalized read count over genes and plotting the result as a profile. The wild-type strain produces the expected profile of regularly phased and well-positioned peaks, interpreted as peaks in nucleosome occupancy (Fig. 3b). Nucleosome positions become “fuzzier” with each downstream nucleosome from the TSS; increases in the variability of the distance of downstream nucleosome positions from the TSS result in a wider and flatter peak within the population. To quantify the differences between the wild-type and mutant profiles, a difference plot between wild-type and mutant enrichment was generated (Supplementary Fig. 6d, File 1). This difference plot indicates that nucleosome positions +1 and +2 shift specifically in cells expressing the *spn1^141–305^* allele, and further downstream nucleosome positions shift in both mutant strains. This result suggests that Spn1 maintains nucleosome positioning across genes, but the contributions of its functional domains differ in the maintenance of nucleosomes at the 5′ ends of genes vs. across gene bodies.

The profiles of wild-type and mutant normalized read counts indicate that the expression of either *spn1^K192N^* or *spn1^141–305^* mutant alleles produces a progressive 3′ downstream shift in nucleosome positioning. Rescaling this profile into individual profiles at different distances from the +1 dyad to feature the +1 to +6 nucleosome positions illustrates that expression of either mutant produces the trend of a progressive 3′ downstream shift in nucleosome positioning (Fig. 3c; Supplementary Fig. 7, File 1). These findings align with recently published work that employed conventional MNase-seq to demonstrate Spn1 maintains nucleosome positioning over gene bodies, as expression of *spn1^K192N^* produced a progressive downstream shift in nucleosome positioning (Mayer *et al*. 2010; Rossi *et al*. 2021). The findings from our MNase-SSP approach are similar and support this notion, as well as provide the new finding that expression of the functionally distinct mutant allele *spn1^141–305^* also exhibits a defect in nucleosome positioning.

### Quantification of nucleosome positioning shifts reveals that rotational position preference is redistributed in Spn1 mutant cells particularly at longer genes

Our analysis of the MNase-SSP data from wild-type and mutant Spn1 expressing yeast thus far has revealed global shifts in chromatin protections over open reading frames. Genes across the yeast genome vary in length, and this prompted an investigation of gene length as a parameter for nucleosome shift. To begin examining this relationship, the gene list was ranked by length into quartiles of equal gene numbers (Supplementary Fig. 8a, File 1). Mapping fragments 80–170 bp and generating a difference plot as performed previously shows that the furthest downstream nucleosomes present in the longest quartile of genes exhibit the largest shift in nucleosome position (Supplementary Fig. 8b, File 1). Strikingly, the set of shortest genes experienced, on average, minimal defects in nucleosome positioning, even at nucleosome positions that were shifted in the longer genes.

To statistically validate shifts in nucleosome positioning, we developed a method to quantify the occupancy of nucleosomes at each rotational position. These positions correspond to DNA sequences with favorable histone-DNA interactions (Satchwell *et al*. 1986; Segal *et al*. 2006). Midpoints from sequenced fragments 142–152 bp in length were first mapped to the genome over each quartile ranked by gene length. This analysis reveals that peaks in 142–152 bp fragments in the mutant strains occupy the same rotational positions as wild-type cells, but with changes in occupancy at specific alternative rotational positions. Occupancy is gained downstream of the dyad and lost upstream of the dyad location in the mutant strains, indicative of a shift in nucleosome positioning (Fig. 4a; Supplementary Fig. 9, File 1). As this shift manifests as a change in occupancy at discrete positions, this can be quantified by calculating the change in occupancy at each rotational position for each nucleosome. To accomplish this, *Z*-scores across rotational positions spanning −50 to +50 bp surrounding each nucleosome dyad position were calculated for each mapped dyad for each gene. The *Z*-scores of wild-type Spn1 were subtracted from the *Z*-scores of Spn1 mutants for each gene to obtain changes in rotation position preference due to Spn1 mutation. The median difference in *Z*-scores was plotted across all genes at each rotational position of each nucleosome position. The previous analysis indicates that the shifts in nucleosome positioning correlated with gene length. To evaluate the extent to which these correlations are significant, *Z*-scores and *P*-values (using the Wilcoxon Rank Sum test) were calculated for the changes in fragment midpoint occupancy at each rotational position around each nucleosome dyad for the genes in our previously determined quartiles of gene length. This analysis demonstrates that shifts in nucleosome positioning occur most dramatically at downstream nucleosome positions in longer genes, as there were more rotational positions with significant changes in *Z*-scores over these genes. (Figure 4b). Additionally, *spn1^141–305^* mutant cells exclusively have rotational positions with statistically significant changes in nucleosome occupancy at the +1 and +2 nucleosome positions. This demonstrates that the disordered N- and C-terminal regions of Spn1 specifically play a role in the proper maintenance of nucleosomes at the 5′ end of open reading frames. While both mutant strains experience shifts in nucleosome positions, *spn1^141–305^* mutant cells exhibit more positions with significant changes in 142–152 bp protected fragment occupancy over open reading frames. These results support the model that Spn1 preserves nucleosome positioning over genes, and this function becomes increasingly critical at longer genes.

**Fig. 4.**
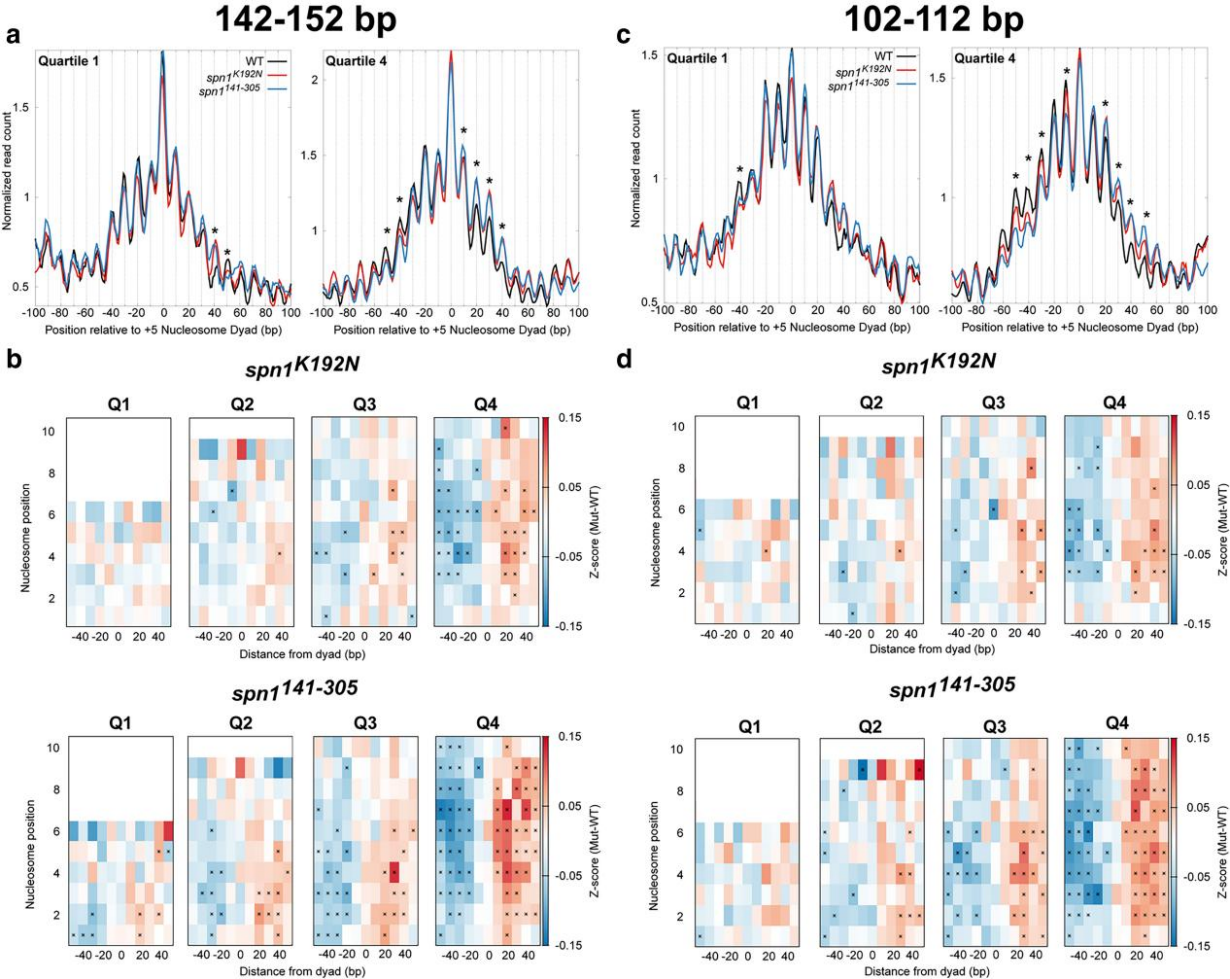
Quantification of nucleosome and subnucleosome positioning shifts in Spn1 mutant cells reveals increasing defects with increasing gene length. a) Metagene plots of fragment midpoints 142–152 bp in length mapped to the +5 nucleosome dyad at gene quartiles ranked by length. Asterisks indicate rotational positions with statistically significant change in *Z*-score. b) *Z*-score changes in 142–152 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by length in mutant Spn1 expressing yeast strains compared with wild-type plotted as a heatmap. c) Metagene plots of fragment midpoints 102–112 bp in length mapped to the +5 nucleosome dyad at genes quartile ranked by length. Asterisks indicate rotational positions with statistically significant change in *Z*-score. d) *Z*-score changes in 102–112 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by length in mutant Spn1 expressing yeast strains compared with wild-type plotted as a heatmap.

### Subnucleosomal protections are shifted in Spn1 mutant strains

An advantage to the MNase-SSP approach is the retention of small fragments in MNase-digested samples as previously described (Supplementary Fig. 1b, File 1), which can be mapped to the genome to determine the occupancy and positioning of subnucleosomal protections (Henikoff *et al*. 2011; Ramachandran *et al*. 2017). The abundance of protected fragments 102–112 bp can be interpreted as subnucleosomal protections with loss of histone-DNA contacts to an H2A-H2B dimer, and the abundance of protected fragments 61–71 bp can be interpreted as subnucleosomal protections with loss of histone-DNA contacts to both H2A-H2B dimers (Ramachandran *et al*. 2017). To test whether Spn1 mutation leads to a shift in the location of these subnucleosomal protections, the midpoints of protected fragments 102–112 bp and 61–71 bp in length were mapped over nucleosome dyad positions at genes ranked by gene length. As observed in the V-plots, plotting the midpoints of these fragments demonstrates the existence of alternative rotational positions around mapped nucleosome dyad positions with 10 bp periodicity on either side of the dyad (Fig. 4c; Supplementary Figs. 10 and 11, File 1). Occupancy at these positions can be interpreted as discrete locations of subnucleosome protections with loss of contacts to an H2A-H2B dimer. In contrast to nucleosome-protected fragments, the relative occupancy of 102–112 bp and 61–71 bp protected fragments is distributed more equally across the rotational positions upstream and downstream of the dyad position. For 102–112 bp fragments, this most probably occurs since loss of contacts to a single H2A-H2B dimer shifts the location of the midpoint on the DNA protected by a hexasome (Ramachandran *et al*. 2017). As transcription through nucleosomes generates hexasomes with transient loss of contacts to both proximal and distal H2A-H2B dimers, the protected fragments have midpoints shifted on either side of the dyad that result in a wider distribution of hexasome-occupied rotational positions. Intriguingly, mapping 61–71 bp protected fragments revealed that rotational positions were even more equally distributed compared with the positions observed in the 102–112 bp bin of protected fragments due to the larger shifts in their midpoints.

To quantify and statistically validate the shifts observed in *spn1^K192N^* and *spn1^141–305^* cells, *Z*-scores and *P*-values were calculated at rotational positions around each mapped dyad location as described before with gene lists ranked by gene length (Fig. 4d; Supplementary Fig. 12, File 1). This demonstrated that protected 102–112 bp fragments are redistributed from upstream rotational positions to downstream positions in both *spn1^K192N^* and *spn1^141–305^* cells. As seen before, more positions had significant changes in occupancy in *spn1^141–305^* cells than in *spn1^K192N^*, including shifts at the +1 and +2 dyad locations seen exclusively in *spn1^141–305^* cells, with more positions experiencing significant changes in 102–112 bp fragment occupancy at longer genes (Fig. 4d). In contrast to the 102–112 bp fragments, protections 61–71 bp in length in *spn1^K192N^* have minimal changes compared with wild-type, even at the longest genes (Supplementary Fig. 12, File 1). However, 61–71 bp protections in *spn1^141–305^* show significant shifts to downstream rotational positions as a function of gene length. Taken together, while both Spn1 mutants exhibited a length-dependent downstream shift in rotational positioning preference of subnucleosomal protections, more positions had significant changes in occupancy in *spn1^141–305^* cells than in *spn1^K192N^*.

### Shifts in nucleosome and subnucleosome positioning do not exhibit a clear correlation with gene expression as assayed by RNAPII occupancy in the Spn1 mutant strains

Spn1 is part of the RNAPII elongation complex, and its occupancy over coding genes is highly correlated to RNAPII occupancy over those genes (Mayer *et al*. 2010; Reim *et al*. 2020; Viktorovskaya *et al*. 2021). We next assessed if a relationship exists between gene expression and the extent of nucleosome positioning defect over gene bodies in the mutant strains. Genes were ranked by Rpb3 occupancy (a subunit of RNAPII) using published NET-seq data to generate gene quartiles ranked by gene expression (Churchman and Weissman 2011). Across all quartiles, the number of genes with nucleosomes positioned at +1 through +10 was relatively consistent (Supplementary Fig. 13a, File 1), indicating gene length will not be a confounding factor in this analysis. Mapping the sequenced fragments 80–170 bp over genes ranked with the NET-seq data and generating difference plots shows a slight trend in nucleosome positioning defects between the lowest and highest quartiles, especially at the promoter-proximal nucleosome positions (Supplementary Fig. 13b, File 1). Additionally, it appears that this effect might be greater for *spn1^141–305^*.

We utilized our quantitative and statistically validated approach to determine whether nucleosome positioning defects correlate with gene expression as assayed by RNAPII occupancy. To test this possibility, the midpoints from sequenced fragments 142–152 bp were mapped to the genome over each quartile ranked by gene expression, using the quartiles ranked with NET-seq data (Fig. 5a, Supplementary Fig. 14, File 1). As expected, peaks in 142–152 bp fragments in the mutant strains occupy the same rotational positions as wild-type cells, but with changes in occupancy at specific rotational positions. To quantify the shift in nucleosome positioning over gene bodies, *Z*-scores across rotational positions spanning −50 to +50 bp surrounding each nucleosome dyad position were calculated for each mapped dyad for each gene as described previously. *Z*-scores and *P*-values were calculated for the changes in fragment midpoint occupancy as described previously. This analysis demonstrated that shifts in nucleosome positioning do not exhibit a linear correlation with expression in the Spn1 mutant strains (Fig. 5b). Intriguingly, for *spn1^141–305^*, the nucleosome positioning shift is more dramatic than *spn1^K192N^* with the second, third, and fourth quartiles ranked by expression are similarly impacted. Given that Spn1 is an elongation factor, we found this result surprising. For completeness, the midpoints of protected fragments 102–112 bp and 61–71 bp in length were mapped over nucleosome dyad positions at genes ranked by gene expression (Fig. 5c; Supplementary Figs. 15 and 16, File 1). Shifts in subnucleosomal protections were quantified with a change in *Z*-score as described previously for genes in quartiles ranked by expression (Fig. 5d; Supplementary Fig. 17, File 1). This analysis demonstrated that shifts in subnucleosome positioning do not exhibit a correlation with gene expression as assayed by RNAPII occupancy in the Spn1 mutant strains, similar to nucleosome-sized fragments.

**Fig. 5.**
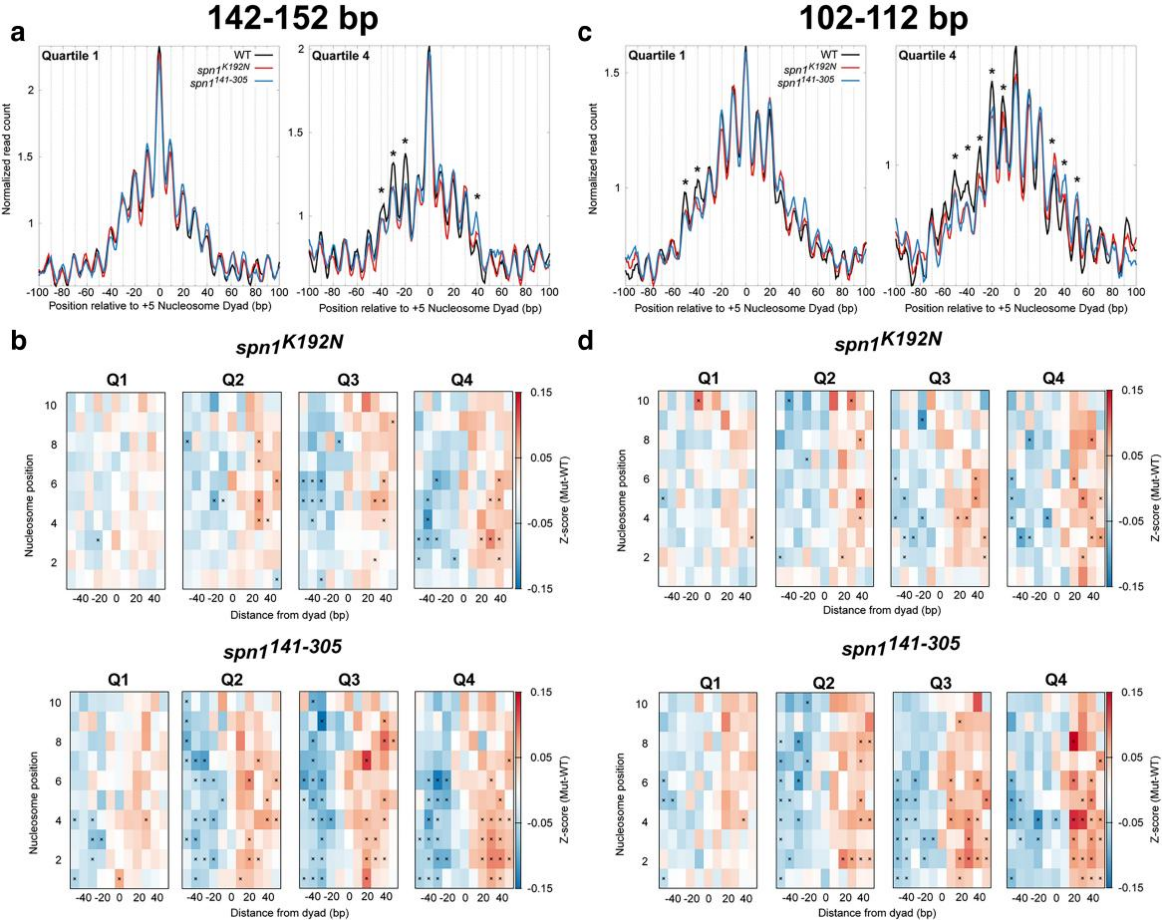
Spn1 maintains nucleosomal and subnucleosomal positioning at actively transcribed genes. a) Metagene plots of fragment midpoints 142–152 bp in length mapped to the +5 nucleosome dyad at gene quartiles ranked by expression using published NET-seq data (38). Asterisks indicate rotational positions with statistically significant change in *Z*-score. b) *Z*-score changes in 142–152 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by expression in mutant Spn1 expressing yeast strains compared with wild-type plotted as a heatmap. c) Metagene plots of fragment midpoints 102–112 bp in length mapped to the +5 nucleosome dyad at genes quartile ranked by expression. Asterisks indicate rotational positions with statistically significant change in *Z*-score. d) *Z*-score changes in 102–112 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by expression in mutant Spn1 expressing yeast strains compared with wild-type plotted as a heatmap.

### Spn1 mutant strains display global reduction in gene expression with an increased effect at longer genes

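Poly-A enriched RNA from yeast expressing wild-type Spn1, *spn1 K192N* or *spn1141-305* was sequenced in triplicate, which gives 9 libraries, 3 per genotype. Cells of the fission yeast *S. pombe* had been added to each culture as a spike-in. The authors quantified transcripts with Salmon and deposited the expression matrix on the rlog scale of DESeq2, a regularized log2 scale, with size factors estimated on the *S. pombe* genes. The matrix lists 6577 *S. cerevisiae* genes, of which 216 stand at 0 in all libraries, and 5896 of its gene identifiers matched the annotation of the R64 assembly used here. It holds no read counts, so the depth of each library is unknown and no counting error can be given. In the authors' comparison tables the mean scaled counts sum to 1.68e+07 over 6234 genes. The sample labels give the wild-type libraries the genotype of the parental strain BY4741, whereas the paper describes a wild-type strain with *SPN1* on a plasmid, and the paper's description is used here. Differential expression was tested on the rlog values with limma, in 1 fit of the 9 libraries with a mean per genotype and a prior variance that follows the mean level. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called. The fit covered the 5954 genes whose mean rlog over all libraries was at least log2(10). The rlog transformation shrinks differences between libraries. The median ratio of the fitted log2 fold change to the authors' log2FC was 0.617 for *spn1 K192N* against wild-type, 0.546 for *spn1141-305* against wild-type and 0.481 for *spn1141-305* against *spn1 K192N*. Across genes, which are not independent replicates, Spearman's rho between the fitted and the authors' values was 0.965, 0.927 and 0.926 in the same order.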

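The strains can be followed in the RNA itself. *SPN1* (YPR133C) lies on chromosome XVI of R64 from 795978 to 797210, and in all 3 strains it was replaced by *LEU2* and carried on a *HIS3* plasmid. Its rlog value was 12.30 ± 0.65 (SD, n = 3) in wild-type, 12.81 ± 0.71 in *spn1 K192N* and 11.31 ± 0.42 in *spn1141-305*. The fitted log2 fold change of *SPN1* in *spn1141-305* was −0.99 against wild-type (standard error 0.24, adjusted p = 0.00638 from limma). It was −1.51 against *spn1 K192N* (adjusted p = 0.000531 from limma). The first of these lost its call without wild-type replicate 1 (adjusted p = 0.0785) and without wild-type replicate 2 (adjusted p = 0.0595). With a prior variance that does not follow the mean level, neither was called (adjusted p = 0.0785 and 0.114). Wild-type replicate 3, at 11.66, lay below *spn1141-305* replicate 3, at 11.79. The authors' log2FC of *SPN1* in *spn1141-305*, which is not shrunk, is −1.46 against wild-type and −2.18 against *spn1 K192N* (standard error 0.68 for each). The allele keeps 165 of the 410 codons of *SPN1*. This is a log2 ratio of −1.31, which is not on the shrunk rlog scale. In *spn1 K192N* the fitted log2 fold change against wild-type was 0.52 (adjusted p = 0.192 from limma). It ran from 0.12 without *spn1 K192N* replicate 1 (adjusted p = 0.578) to 0.85 without wild-type replicate 2 (adjusted p = 0.0347). A limma fit of only the wild-type and *spn1 K192N* libraries called the 0.52 (adjusted p = 4.41e-05). That p rests on the prior variance and not on the spread of *SPN1* itself. The values of *SPN1* overlapped, from 11.66 to 12.95 in wild-type and from 12.28 to 13.62 in *spn1 K192N*. *HIS3* (YOR202W) differed between libraries of one genotype by as much, from 12.97 to 14.32 in wild-type and from 13.41 to 14.89 in *spn1 K192N*. The difference between *SPN1* and *HIS3* varied less, at −1.31 ± 0.05 in wild-type, −1.19 ± 0.07 in *spn1 K192N* and −1.94 ± 0.01 in *spn1141-305* (SD, n = 3). *LEU2* (YCL018W) stood at 11.31 ± 0.09 in wild-type, 11.18 ± 0.03 in *spn1 K192N* and 11.25 ± 0.06 in *spn1141-305*. *URA3* and *MET17*, which the parental strain lacks, are listed at 0 in all 9 libraries.

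**Figure D1:**
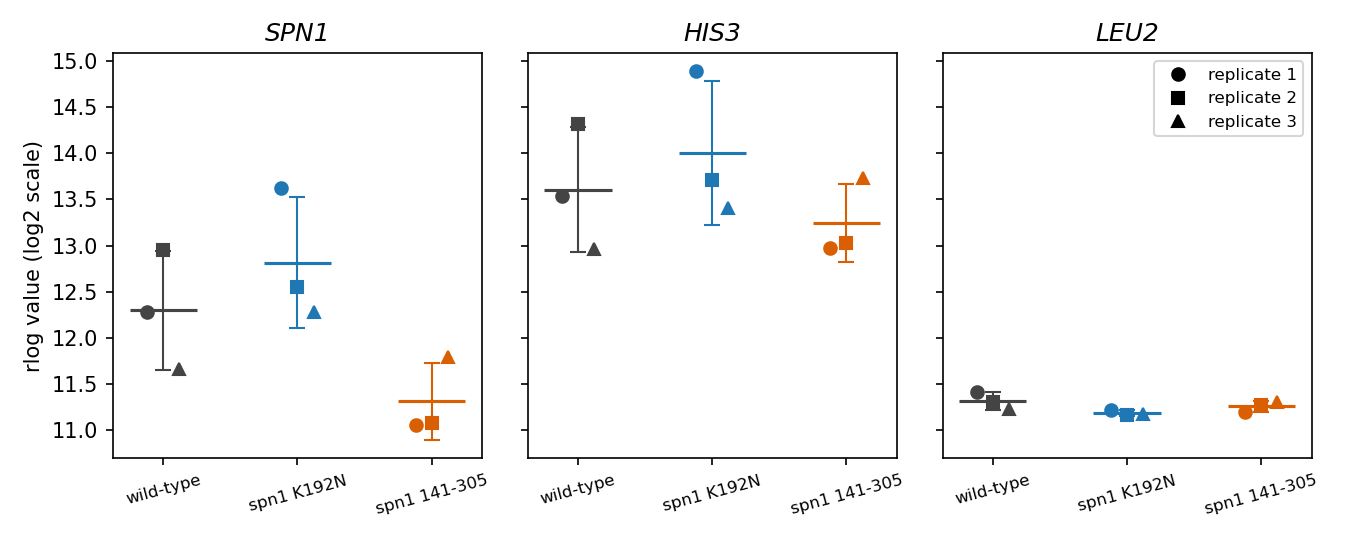
Values of *SPN1*, *HIS3* and *LEU2* in each library on the rlog (log2) scale, by genotype, with the replicate shown by the shape of the point. Lines are means and bars 1 SD (n = 3). *SPN1* and *HIS3* spread more between libraries of one genotype than *LEU2*, whose values lie between 11.16 and 11.41.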

To ask if the nucleosome and subnucleosome positioning shifts correlate with changes in gene expression within the mutant strains, we performed RNA-seq on wild-type and Spn1 mutants (Supplementary File 2). Others have shown that rapid depletion of Spn1 results in a global reduction in RNA levels (Reim *et al*. 2020); hence, we included *S. pombe* cells as a spike-in to query for the same. 

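In a principal component analysis of the rlog values of every gene in the matrix, centred and not scaled, PC1 held 57.8% of the variance, PC2 14.8% and PC3 9.72%. Wild-type replicates 1, 2 and 3 lay at −10.9, −7.35 and −3.49 on PC1. The *spn1141-305* replicates lay at 6.05, 4.93 and 4.29. Replicates 2 and 3 of *spn1 K192N* lay at 5.18 and 6.61, but replicate 1 lay at −5.27, between wild-type libraries. On PC2 the 3 *spn1 K192N* libraries lay from 3.21 to 6.05 and the other 6 libraries from −2.90 to 0.0152. Differences between genotypes made up 56.6% of the total sum of squares, and the exact permutation test over the 280 ways to form 3 groups of 3 gave p = 0.00714 (one-sided, smallest possible p 0.00357). With each gene scaled to unit variance, the share was 42.4% (exact permutation p = 0.0393). Without *spn1 K192N* replicate 1 the share was 71.4%, and without wild-type replicate 1 it was 52.0%.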

We performed PCA of normalized transcript counts from triplicate samples of wild-type, *spn1^K192N^*, and *spn1^141–305^* expressing yeast and observed the replicates clustered together and away from replicates of the other genotypes when PC1 and PC2 loadings were plotted (Fig. 6a). 

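The level of a library was summarised as the median, over the tested genes, of each gene's deviation from its mean in all 9 libraries, on the log2 scale. This median was 0.061 ± 0.048 (SD, n = 3) in wild-type, −0.016 ± 0.067 in *spn1 K192N* and −0.040 ± 0.013 in *spn1141-305*. The *spn1141-305* libraries lay below wild-type by a difference of −0.10 (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). For *spn1 K192N* the difference from wild-type was −0.08 (exact permutation p = 0.3), since *spn1 K192N* replicate 1, at 0.061, lay above wild-type replicates 2 and 3, at 0.051 and 0.018. Without *spn1 K192N* replicate 1 it was −0.11 (exact permutation p = 0.1). The 2 mutants differed by −0.02 (exact permutation p = 0.9). The 6 mutant libraries together differed from wild-type by −0.09 (exact permutation p = 0.0357 over 84 splits). In 8 of the 9 fits that each left out 1 library, p was 0.0714 or more, and only the fit without *spn1 K192N* replicate 1 stayed under 0.05 (exact permutation p = 0.0179). Taking the mean over genes instead of the median gave −0.08 for *spn1 K192N* and −0.11 for *spn1141-305*. The fitted log2 fold change was below 0 for 83.6% of genes in *spn1 K192N* and for 86.3% in *spn1141-305*. In the authors' deposited tables, which are not shrunk, the median log2FC is −0.17 and −0.22. Values of *S. pombe* genes were not used here.

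**Figure D2:**
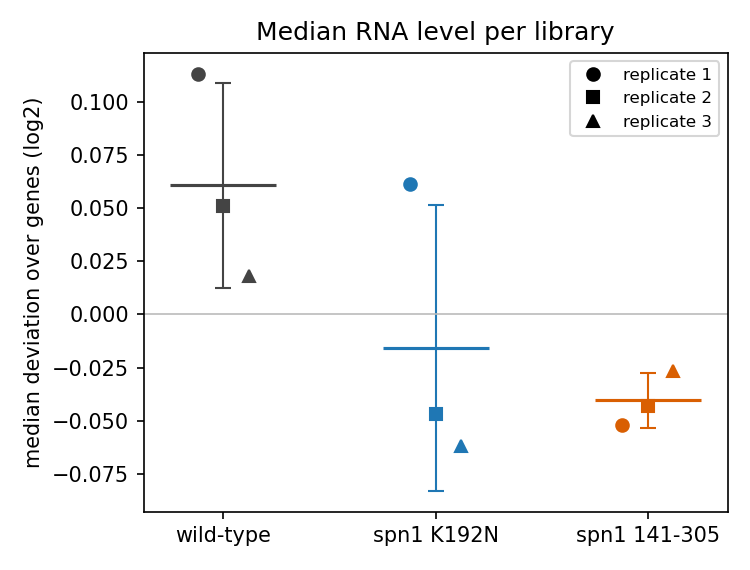
Median deviation of the tested genes from their means over all 9 libraries (log2), for each library, by genotype. Lines are means and bars 1 SD (n = 3). The replicate 1 library of *spn1 K192N* lies at 0.061, within the wild-type libraries, and its other 2 replicates lie below all of them.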

Spike-in normalization resulted in *S. pombe* genes having log_2_ fold changes (log_2_FC) distributed tightly around 0, whereas the distribution of log_2_FC of *S. cerevisiae* genes was left-shifted (Supplementary Fig. 18a–c, File 1), indicating a global reduction in RNA levels. 

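Against wild-type, 286 genes were lower and 24 higher in *spn1 K192N*, and 1120 were lower and 27 higher in *spn1141-305*. Between the mutants, 76 genes were lower and 37 higher in *spn1141-305* than in *spn1 K192N*. Lower genes were thus 92.3%, 97.6% and 67.3% of the genes called in the 3 comparisons. With each library centred on its median gene, which removes a shift shared by all genes, 195 genes were lower and 77 higher in *spn1 K192N*, 494 and 189 in *spn1141-305*, and 142 and 111 between the mutants. The lower genes then made up 71.7%, 72.3% and 56.1%. In 257 of the 286 genes lower in *spn1 K192N*, and in 1104 of the 1120 lower in *spn1141-305*, every mutant library lay below every wild-type library. Of all tested genes, 20.2% in *spn1 K192N* and 46.6% in *spn1141-305* had no overlap between their libraries and wild-type, where chance gives 10% on average over splits. Genes shift together with their library, so 1 ordering of the libraries can carry many genes past that share at once. The shares are therefore not counts of independent results. Without wild-type replicate 1, 50 genes were lower in *spn1 K192N* and 278 in *spn1141-305*. Without *spn1 K192N* replicate 1, the numbers were 2031 and 2038. The 2 fits that left out these libraries share 50 and all 286 of the genes lower in *spn1 K192N*, respectively. In the authors' deposited tables, 410 genes are lower in *spn1 K192N* and 1177 in *spn1141-305* at the same threshold, and 219 and 987 of these are among the genes called here.

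**Figure D3:**
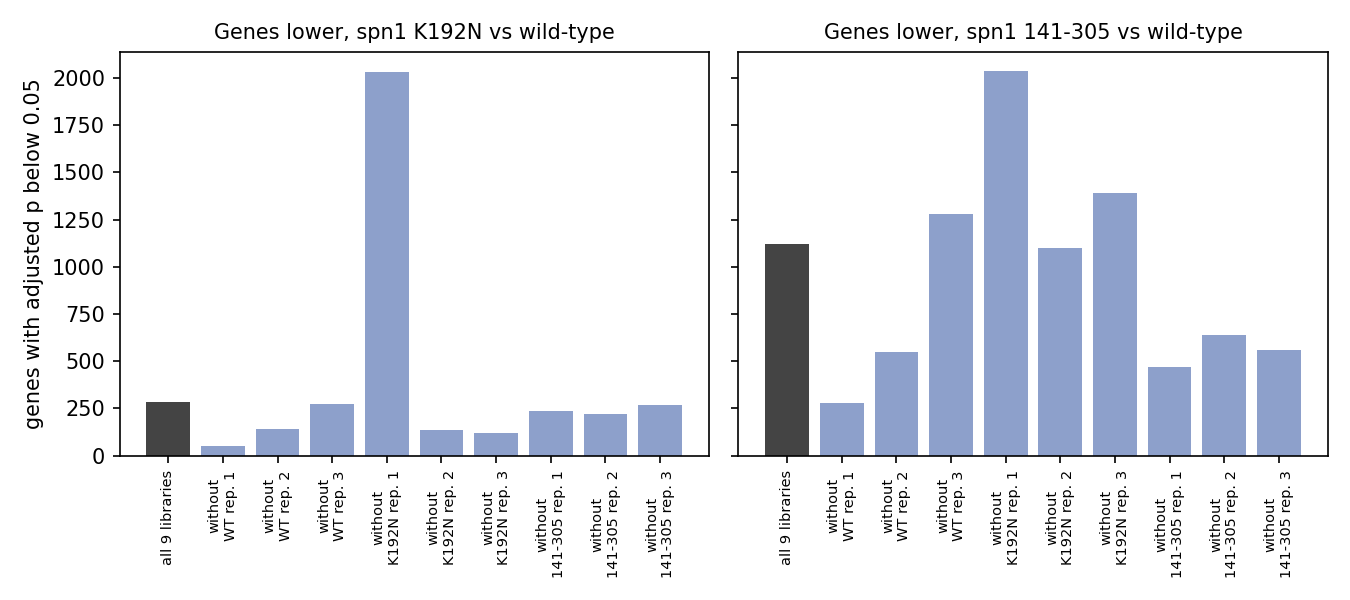
Number of genes lower than in wild-type at an adjusted p below 0.05, for *spn1 K192N* (left) and *spn1141-305* (right), with all 9 libraries and with each library left out in turn. The bars run from 50 to 2031 genes for *spn1 K192N* and from 278 to 2038 for *spn1141-305*.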

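The largest fall in both mutants was in *PHO89* (YBR296C, chromosome II of R64 from 796798 to 798522). Its rlog value was 11.43 ± 0.38 (SD, n = 3) in wild-type, 8.84 ± 0.35 in *spn1 K192N* and 9.59 ± 0.14 in *spn1141-305*, with fitted log2 fold changes of −2.59 (standard error 0.13, adjusted p = 4.13e-14 from limma) and −1.83 (adjusted p = 1.54e-10). Next in *spn1 K192N* came *PHO5* (YBR093C) at −1.25 and *PHO84* (YML123C) at −1.23. In *spn1141-305* *ENA2* (YDR039C) changed by −1.43 and *HXT2* (YMR011W) by −1.16. The largest rise in both mutants was in *ENA5* (YDR038C, chromosome IV from 527422 to 530697), from 8.15 ± 0.0042 in wild-type to 11.24 ± 0.15 in *spn1 K192N* and 11.07 ± 0.11 in *spn1141-305* (SD, n = 3). Its log2 fold changes were 3.09 and 2.91. *IMD2* (YHR216W) followed at 1.02 in *spn1 K192N* and 0.76 in *spn1141-305*, then *YGP1* (YNL160W) at 1.02 in *spn1 K192N* and *AGP1* (YCL025C) at 0.74 in *spn1141-305*. Adjusted p for these changes was at most 8.64e-06. Between the mutants, *SPN1* itself, *YGP1* at −0.91 and *YRO2* (YBR054W) at −0.79 were lowest in *spn1141-305* relative to *spn1 K192N*. *PHO12* (YHR215W) at 0.78, *PHO89* at 0.76 and *PHO84* at 0.65 were highest. With a prior variance that does not follow the mean level, the difference between the mutants lost its call for *YGP1* (adjusted p = 0.0517), *PHO89* (adjusted p = 0.127) and *PHO84* (adjusted p = 0.0767). *ENA2* and *ENA5*, and *PHO12* and its paralog *PHO11*, are near-identical in sequence, so that reads can be shared between them.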

Volcano plots showed that most genes that changed significantly in *spn1^K192N^* and *spn1^141–305^* expressing yeast compared with wild-type were downregulated (Fig. 6b–d). We combined all genes that significantly changed in at least one of the three comparisons and grouped them based on the change in patterns of expression (Fig. 6e, Supplementary File 2). 

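By the limma calls, 866 genes were lower in *spn1141-305* than in wild-type and called in neither of the other comparisons, and 629 of them are among the genes with this pattern in the authors' tables. Their median log2 fold change was −0.25 in *spn1141-305*, from −0.68 to −0.096. In *spn1 K192N* the median was −0.14, and 851 of the 866 genes lay below 0. The difference between the mutants had a median of −0.11 and was below 0 for 847 genes, but passed the threshold for none of them, by the definition of the group. The median deviation of these genes was 0.19, 0.13 and 0.077 in wild-type replicates 1, 2 and 3. It was 0.095, −0.059 and −0.071 in the *spn1 K192N* replicates, and −0.12, −0.10 and −0.13 in the *spn1141-305* replicates. Centring each library on its median gene left 296 genes with this pattern. Leaving out 1 library at a time gave from 219 genes, without wild-type replicate 1, to 1197, without *spn1 K192N* replicate 3.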

Group 1 (*n* = 821) features genes that are significantly downregulated only in *spn1^141–305^* expressing yeast compared with wild-type. 

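Genes called lower in both mutants and not different between them numbered 195, and 140 of these are in the authors' group. Their median log2 fold change was −0.29 in *spn1 K192N* and −0.31 in *spn1141-305*, and the difference between the mutants was below 0 for 101 of the 195 genes. Whatever the third comparison, 206 genes were lower in both mutants, which is 72.0% of the 286 lower in *spn1 K192N*, where 53.8 would be shared if the calls were independent. Both comparisons use the same wild-type libraries, which by itself makes fold changes correlate across genes. Pearson's r between the fold changes was 0.67 across the tested genes, which are not independent replicates. In 100 simulations of unchanged genes with independent noise, the median r was 0.50 and at most 1 gene was shared. Few unchanged genes pass the threshold, so a low number of shared genes followed from that setting. In 100 simulations that regrouped the libraries' own residuals, with random signs that were added after a first version had been seen, r ran from −0.71 to 1 and reached the observed value in 21. The number of shared genes reached 206 in 1 of these 100, with a maximum of 404. Residuals of one genotype cancel each other in sum, so the libraries of a draw were not independent. Neither simulation held changed genes, so neither shows how far the shared wild-type libraries raise the overlap of called genes. Leaving out 1 library gave from 24 genes in the group, without wild-type replicate 1, to 1275, without *spn1 K192N* replicate 1. With centred libraries there were 99.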

Group 2 (*n* = 280) features genes that are significantly downregulated in both *spn1^K192N^* and *spn1^141–305^* expressing yeast compared with wild-type. Group 3 (*n* = 102) consists of genes significantly downregulated only in *spn1^K192N^* expressing yeast compared with wild-type. 

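This pattern held for 60 genes by the limma calls, and 38 of these are in the authors' group. Their median log2 fold change was −0.26 in *spn1 K192N*, from −0.51 to −0.11. In *spn1141-305* it was −0.14, and all 60 lay below 0 there as well. The difference between the mutants had a median of 0.11 and was above 0 for all 60, without passing the threshold for any of them. Both the sign and the lack of calls follow from the definition of the group. The comparisons with wild-type have the same standard error per gene, and fewer calls make the cutoff stricter in *spn1 K192N*. A further 20 genes were lower in *spn1 K192N* than in both wild-type and *spn1141-305*. The median deviation of the 60 genes was −0.040, −0.12 and −0.18 in the *spn1 K192N* replicates and from −0.0042 to 0.0084 in the *spn1141-305* replicates. The number of genes fell to 12 without wild-type replicate 1 and rose to 651 without *spn1 K192N* replicate 1.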

Group 4 (*n* = 61) consists of genes significantly downregulated in *spn1^141–305^* expressing yeast compared with both wild-type and *spn1^K192N^* expressing yeast. 

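The limma calls placed 45 genes in this pattern, 38 of which are in the authors' group. Their median log2 fold change was −0.37 in *spn1141-305* against wild-type and −0.32 against *spn1 K192N*. Against wild-type, *spn1 K192N* had a median of −0.035, with 30 of the 45 genes below 0. *SPN1* itself is one of the 45, but it is not in the authors' group, since their adjusted p for *SPN1* in *spn1141-305* is 0.129 against wild-type and 0.0845 against *spn1 K192N*. Leaving out *spn1141-305* replicate 1 gave 19 genes and leaving out *spn1 K192N* replicate 3 gave 103. Centring the libraries on the median gene gave 83.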

The rest of the genes belong to other combinations of changes that are <20 genes per group.

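The other combinations held 94 genes by the limma calls. The most frequent were the 20 genes lower in *spn1 K192N* than in both other genotypes, 16 genes lower in *spn1141-305* than in *spn1 K192N* only and 12 genes higher in *spn1141-305* than in wild-type only. With centred libraries, 356 genes fell in other combinations. Leaving out 1 library gave from 60, without *spn1141-305* replicate 1, to 206, without *spn1 K192N* replicate 1.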

**Fig. 6.**
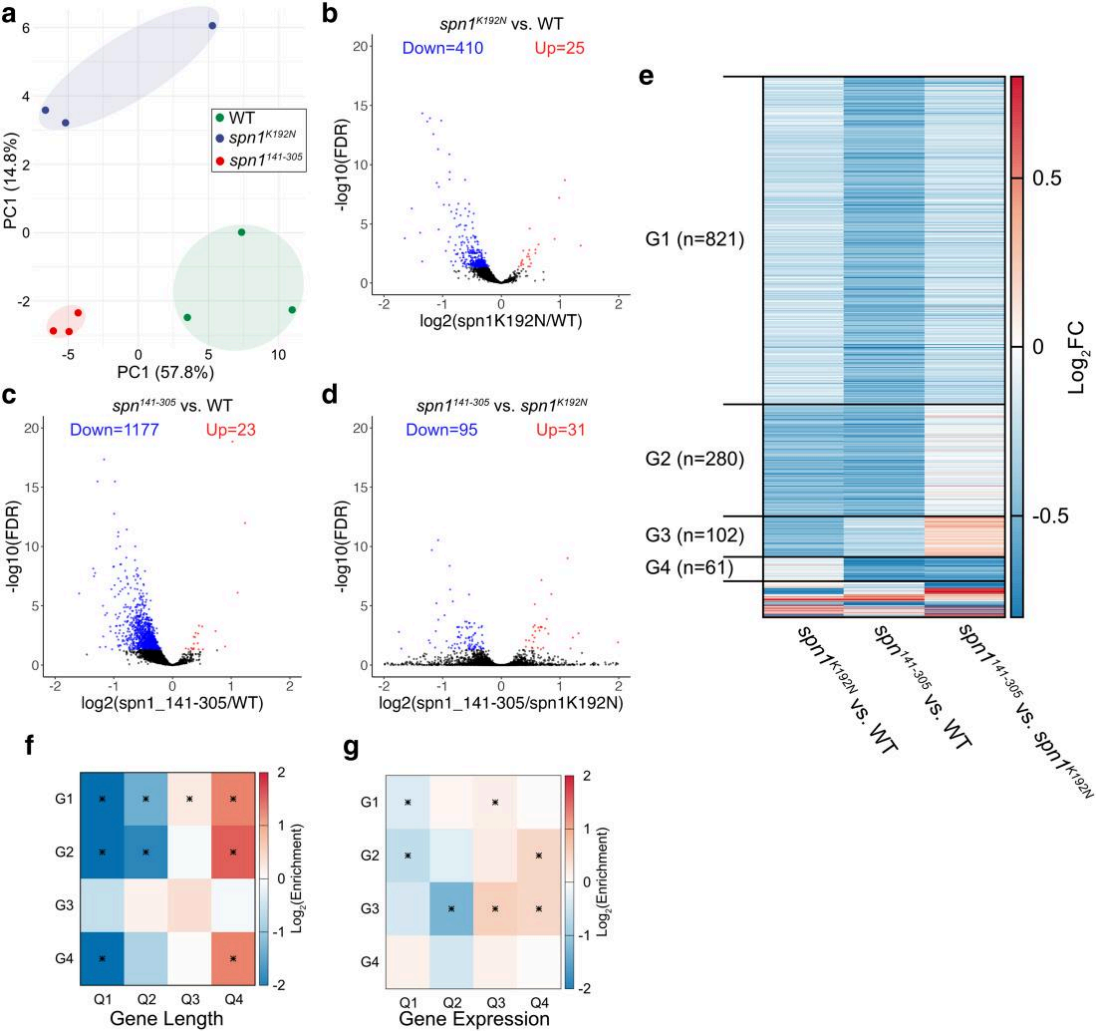
Spn1 mutants have global defects in gene expression with increased effects on longer and highly expressed genes. a) Loadings of the first 2 principal components from the PCA of normalized gene count matrix show concordance between replicates and a clear separation between *wild-type*, *spn1^K192N^*, and *spn1^141–305^* expressing yeast. b) Volcano plot where the Log_2_(Fold Change) for *spn1^K192N^* expressing yeast compared with wild-type is plotted against −log_10_(False Discovery Ratet [FDR]). c) Same as b) for *spn1^141–305^* expressing yeast compared with wild-type. d) Same as b) for *spn1^141–305^* expressing yeast compared with *spn1^K192N^* expressing yeast. e) Heatmap of log_2_(Fold Change) across 3 possible comparisons (*spn1^K192N^* vs wild-type, *spn1^141–305^* vs wild-type, and *spn1^K192N^* vs *spn1^141–305^* for all genes that have adjusted *P*-value <0.05 for at least one of the three comparisons. The genes are grouped (G1–G4) based on which comparisons yield significant down- or up-regulation. The rest of the genes (*n* = 90) belong to other combinations of changes that are <20 genes per group. f) Log_2_ enrichment of the overlap of gene groups defined in d) with gene quartiles ranked by length compared with background enrichment. The statistical significance of the enrichment for each overlap was determined using hypergeometric test in R followed by multiple testing correction using the Benjamini and Hochberg method and overlaps with adjusted *P*-value < 0.05 are marked with an asterisk. g) Same as e) for gene quartiles ranked by expression using published NET-seq data.

Our MNase-seq analysis had shown downstream nucleosome shifts that positively correlated with increasing gene length and not with genes ranked by RNAPII occupancy. We asked if the gene expression changes measured by RNA-seq have a similar correlation. Hence, we intersected lists of genes in the 4 groups we defined with quartiles of genes based on length and RNAPII occupancy. 

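Of the tested genes, 5565 (93.5%) are protein-coding genes with a length in the R64 annotation, and they served as the background. Split into 4 quartiles, they ran from 153 to 777 bp in the shortest and from 1917 to 14733 bp in the longest. Of the 853 group 1 genes with a length, 512 (60.0%) were in the longest quartile, a log2 enrichment of 1.26 (adjusted p = 1.26e-125, two-sided hypergeometric test over 16 group-by-quartile tests). Only 41 were in the shortest, an enrichment of −2.38 (adjusted p = 1.70e-62). Group 2 had 91 of 187 genes in the longest quartile (0.96, adjusted p = 8.07e-12) and 15 in the shortest (−1.64, adjusted p = 7.89e-09). Group 4 had 18 of 45 genes in the longest quartile, an enrichment of 0.68 that did not pass the threshold (adjusted p = 0.0851). None of the 45 was in the shortest quartile, where 11.3 were expected (adjusted p = 1.19e-05). For groups defined by the authors' deposited adjusted p-values, the longest-quartile enrichment of group 4 was 0.82 (adjusted p = 0.00303), and with centred libraries it was 1.24 (adjusted p = 2.19e-10). It also passed the threshold without wild-type replicate 2 (0.92, adjusted p = 0.0141) and without *spn1 K192N* replicate 3 (0.87, adjusted p = 2.26e-05), but not in the other 7 fits that left out 1 library. Among these it fell to 0.17 without *spn1141-305* replicate 3 (adjusted p = 0.866) and to 0.34 without *spn1141-305* replicate 1 (adjusted p = 0.885). The enrichment of group 2 fell to 0.093 without *spn1 K192N* replicate 3 (adjusted p = 1). Without wild-type replicate 1 it was 0.94, and with 23 genes left it did not pass the threshold (adjusted p = 0.0670). Against a background drawn to match the groups' mean rlog, the enrichments were 1.02 for group 1, 0.73 for group 2 and 0.41 for group 4, and the last had an adjusted p of 0.308.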

Strikingly, we observed a significant depletion of short genes and an enrichment of long genes in groups 1, 2, and 4 (Fig. 6f). Intriguingly, group 3, which consists of genes that are downregulated only in *spn1^K192N^* expressing yeast compared with wild-type, did not show an enrichment for long genes. Instead, group 3 genes show a clear enrichment for the highest quartile ranked by RNAPII occupancy (Fig. 6g). 

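Among the 57 group 3 genes with a length, 17 (29.8%) were in the longest quartile, a log2 enrichment of 0.25 (adjusted p = 0.641). The shortest quartile held 13 (−0.13, adjusted p = 0.835). The sign of the longest-quartile value depended on the calls. It was −0.15 for the authors' groups (adjusted p = 0.656) and −0.57 without *spn1 K192N* replicate 1, where the group grew to 619 genes (adjusted p = 6.71e-07). It was 0.88 with centred libraries (adjusted p = 0.00342) and 0.62 without *spn1141-305* replicate 3 (adjusted p = 0.0127). The paper asked whether expression changes follow gene length as its nucleosome shifts did. From the excess of long genes in groups 1, 2 and 4 (Fig. 6f) it reasons that they do, and it sets group 3 apart.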

Group 2 genes also show an enrichment for the highest quartile of RNAPII occupancy, indicating that *spn1^K192N^* expressing yeast have increased defects in genes with the highest gene expression quartile. We next performed gene set enrichment analysis of genes belonging to groups 1–4 and found highly significant overlap with terms related to metal ion transport, glycolysis, and ribosome biogenesis, among others (Supplementary Fig. 18d, File 1).

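The members of the paper's terms were not used here, and hand-written lists of genes for the 3 processes it names, fixed before the values were seen, were tested instead. The paper drew these processes from the same libraries, so the lists give no independent support. Of the tested genes, 1200 (20.2%) were lower in at least 1 mutant than in wild-type. For metal ion transport this held for 29 of 52 genes (odds ratio 5.09, adjusted p = 3.46e-08, two-sided Fisher's exact test over 5 lists). It held for 9 of 17 glycolysis genes (odds ratio 4.48, adjusted p = 0.00269, Fisher's exact test) and for 24 of 65 ribosome biogenesis genes (2.35, adjusted p = 0.00199, Fisher's exact test). In *spn1141-305*, 24, 9 and 24 genes of the 3 lists were lower over all genes tested, and 33, 12 and 40 when adjusted over the list alone. In *spn1 K192N*, 15, 1 and 1 genes were lower over all genes tested, and 22, 5 and 0 when adjusted over the list alone. The rotation test fry, which allows for correlation between genes, gave an adjusted p of 0.0229 for glycolysis and for ribosome biogenesis in *spn1141-305*, and of 0.0626 for metal ion transport. In *spn1 K192N* its adjusted p was 0.0977, 0.0913 and 0.0977 for the same lists. The test fry compares a list with no change, so a shift shared by all genes counts toward it. It was not run with centred libraries. In *spn1141-305* the median log2 fold changes of the same lists were −0.27, −0.20 and −0.19. With centred libraries they were −0.17, −0.10 and −0.092. With centred libraries the odds ratios were 8.40 for glycolysis, 2.85 for ribosome biogenesis and 6.53 for metal ion transport. *ENA2* and *ENA5*, whose reads can be shared, are on the metal ion transport list, as are *PHO84* and *PHO89*.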

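The relation to length was also measured within each library, as the slope of the genes' deviations from their means on log2 gene length. The slope was 0.0321 ± 0.00725 (SD, n = 3) in wild-type, −0.00183 ± 0.0187 in *spn1 K192N* and −0.0303 ± 0.0240 in *spn1141-305*. The slope in *spn1 K192N* differed from wild-type by −0.0339 and that in *spn1141-305* by −0.0624, each with the smallest two-sided exact permutation p that 3 libraries against 3 allow, 0.1. All 6 mutant libraries had a lower slope than all 3 wild-type libraries, and together they differed by −0.0482 (exact permutation p = 0.0238). Without wild-type replicate 1 the difference was −0.0440 (exact permutation p = 0.107). Without *spn1 K192N* replicate 3 it was −0.0472 and without *spn1141-305* replicate 1 −0.0465 (exact permutation p = 0.0536 for each). With mean rlog as a second term, the difference was −0.0388 (exact permutation p = 0.0476). Among genes with a mean rlog of at least log2(100) it was −0.0481 (exact permutation p = 0.0238). From the shortest to the longest quartile of genes, the median log2 fold change ran from −0.037 to −0.13 in *spn1 K192N* and from −0.029 to −0.19 in *spn1141-305*. All these values are on the rlog scale, which shrinks genes with few reads most. A fall shared by all genes could thus look smaller in short genes, if these have fewer reads. The authors' unshrunk log2FC were not set against length.

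**Figure D4:**
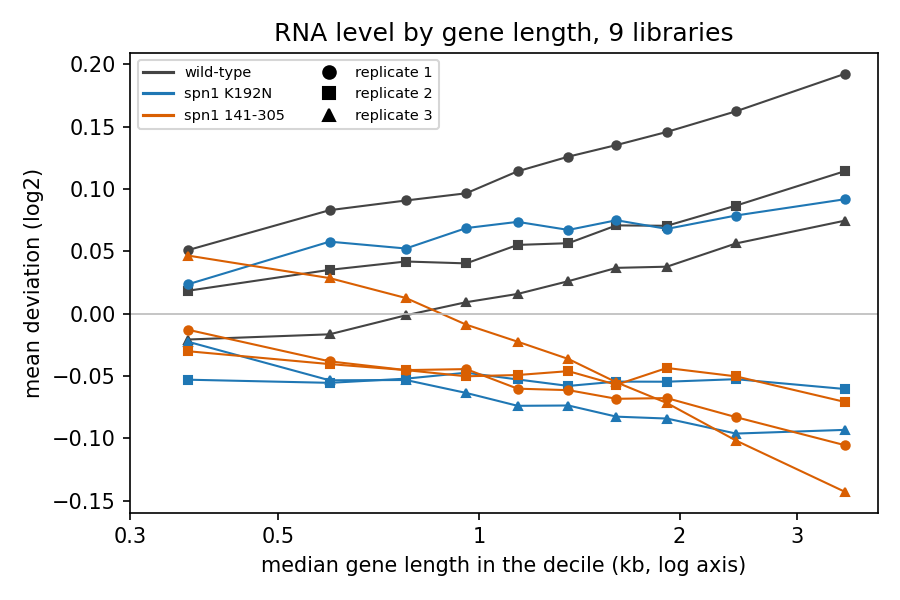
Mean deviation of genes from their means over all 9 libraries (log2) in 10 bins of gene length, against the median length of the bin in kb on a log axis, with 1 line per library. Colour gives the genotype and the shape of the points the replicate. Lines of the wild-type libraries rise with length, and those of the *spn1141-305* libraries fall.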

Taken together, most genes significantly downregulated in *spn1^141–305^* or both *spn1^141–305^* and *spn1^K192N^* expressing yeast are enriched for long genes, which also correlates with the observed downstream shifts in nucleosome positioning observed for long genes. Furthermore, genes significantly downregulated in *spn1^K192N^* expressing yeast are enriched in the highest quartile of expression, which also exhibited increased downstream shifts in nucleosome positioning.

## Discussion

In this study, an extensive mapping of chromatin protections in yeast expressing mutant alleles with distinct defects for known binding partners was performed to assess the role of this essential histone chaperone in maintaining chromatin structure. By retaining fragments of a wide range of sizes, the MNase-SSP approach demonstrates that Spn1 preserves nucleosomal, subnucleosomal, and non-nucleosomal protections across the yeast genome. Our analyses revealed that this function of Spn1 maintains chromatin over NDRs, the 5′ ends of genes, and within gene bodies.

The role of Spn1 in the maintenance of NDR architecture was previously unknown. While chromatin defects in Spn1 mutants have been primarily characterized over gene bodies during transcription elongation (Reim *et al*. 2020; Viktorovskaya *et al*. 2021), the *spn1^K192N^* mutation clearly reduces subnucleosomal protections in the NDR, most notably for very short protections (<60 bp). How this mutation leads to this defect is unclear, although the *spn1^K192N^* mutant is known to be defective for binding to RNAPII, likely in part through disruption of interactions with Spt5 and Spt6 (Ehara *et al*. 2022; Zhang *et al*. 2008). Also, previous work with mutants that disrupt the Spn1-Spt6 complex has implicated the complex in monitoring nucleosomes and weakening the Spn1-Spt6 interaction has impacts on the assembly and maintenance of chromatin (McCullough *et al*. 2015; Viktorovskaya *et al*. 2021). Additionally, compromise of Spt6 function has been shown to produce aberrations in chromatin over gene bodies, namely the misincorporation of histone variant H2A.Z (McCullough *et al*. 2015; Viktorovskaya *et al*. 2021). Our findings support the notion that surveillance of proper chromatin structure by the Spn1-Spt6 complex may extend to the NDRs.

Both *spn1^K192N^* and *spn1^141–305^* produced a downstream shift in nucleosome positioning over gene bodies. However, *spn1^141–305^* exclusively exhibited defects in the positioning of the +1 and +2 nucleosomes. This finding reveals that the mechanism of chromatin maintenance at the 5′ ends of genes may be functionally distinct from that over the rest of the gene and that the histone- and nucleosome-binding functions of Spn1 are part of this mechanism. As *spn1^K192N^* did not produce significant shifts in nucleosome or subnucleosome positioning at the 5′ ends of genes, one possible interpretation is that the mechanism of chromatin maintenance at the promoter-proximal region of genes requires Spn1 to directly bind chromatin, whose binding regions are unaffected in *spn1^K192N^*. In contrast, maintenance of chromatin over the rest of the body of the gene requires both Spn1 recruitment to the RNAPII complex and its histone- and nucleosome-binding capabilities, as evidenced by defects in nucleosome and subnucleosome positioning at nucleosomes distal from the promoter in both mutants.

By mapping the fragment midpoints, we utilized our dataset to demonstrate that shifts in nucleosome positioning in Spn1 mutants occur in discrete steps at alternate favored rotational positions. By quantifying the occupancy of nucleosomes at each rotational position, we present a method for statistically validating shifts in nucleosome positioning. Mapping the midpoints of smaller subnucleosomal protections also provided in vivo evidence suggesting the existence of alternate rotational positions occupied by subnucleosomal intermediates. These positions also occurred in discrete steps of 10 bp on either side of the dyad, and occupancy of these shorter protected fragments was distributed more evenly across the positions surrounding the mapped nucleosome dyad position. This approach of quantifying rotational positioning may be useful for other datasets of sufficiently high sequencing depth in organisms with small genomes like *S. cerevisiae*.

Quantification and statistical validation of change in preference of rotational positions at each nucleosome position of each gene allowed us to assess the relationship between the shifts in nucleosomal and subnucleosomal protections in Spn1 mutant-expressing yeast and genes ranked by expression or length. As Spn1 is part of the RNAPII elongation complex, we assessed whether defects in chromatin structure observed in Spn1 were more dramatic at highly expressed genes as ranked by RNAPII occupancy. Surprisingly, our findings indicate that the relationship between transcription and changes in chromatin structure induced by Spn1 mutation was not correlated. However, Spn1 maintenance of chromatin structure became increasingly critical with gene length, as demonstrated by an increase in rotational positions with statistically significant changes in occupancy from the lowest quartile to the highest quartile of genes ranked by length. This finding provides novel insights into how chromatin structure is maintained at genes with varied lengths. In Spn1 mutant-expressing yeast, the longest genes exhibited significant shifts in nucleosomal and subnucleosomal protections even at the most distal nucleosome positions assessed. For shorter genes, there were few significant changes in nucleosomal and subnucleosomal rotational position occupancies, even at nucleosome positions with significant changes in the longer quartiles of genes, such as the +3 and +4 positions.

To ascertain whether changes in chromatin overlap with the set of genes differentially expressed in the Spn1 mutant strains, we performed RNA-seq on wild-type and Spn1 mutant strains. This experiment revealed that yeast expressing *spn1^K192N^* or *spn1^141–305^* produce a global reduction in gene expression, with over 400 genes significantly downregulated in *spn1^K192N^* and nearly 1,200 genes significantly downregulated in *spn1^141–305^*. Remarkably, we observed that these differentially expressed genes were highly enriched for long genes, the same class of genes that exhibited the largest shifts in nucleosome positioning. Additionally, we observed that genes downregulated in *spn1^K192N^* expressing yeast are enriched in highly expressed genes, which also exhibited increased shifts in nucleosome positioning.

The requirement for Spn1 in preserving nucleosome positioning shares features with the functional requirements for Spt4 and Spt6 in maintaining chromatin structure (Uzun *et al*. 2021; Viktorovskaya *et al*. 2021). Each of these factors is physically associated with RNAPII during transcription elongation, with Spn1 and Spt4 positioned at the tip of the RNAPII clamp facing the downstream DNA (Uzun *et al*. 2021; Viktorovskaya *et al*. 2021). In contrast, the main body of Spt6 is docked near the upstream DNA exit channel, although the Spt6 N-terminal helices that bind Spn1 are proximal to the downstream DNA (Ehara *et al*. 2022). Spt6 binds histones and nucleosomes when the HMG-box-like protein Nhp6 is present (Ehara *et al*. 2022). Spt6 is commonly classified as a histone chaperone necessary for nucleosome reassembly in the wake of RNAPII, supported by its proximity to upstream DNA and its ascribed ability to suppress intragenic transcription (Doris *et al*. 2018; Kaplan *et al*. 2003; Van Bakel *et al*. 2013). While Spt4 has not been shown to bind chromatin, it oscillates on and off RNAPII along with its binding partner Spt5 based on nucleosome positions, and its deletion produces a downstream nucleosome positioning shift. Moreover, Spt5 deletion produces increased stalling and backtracking during early transcription elongation (Uzun *et al*. 2021). Despite differences in their transcription-associated functions, Spn1, Spt4, and Spt5 are all critical for maintaining proper chromatin structure, and their relationships are further supported in that defects in each produced a similar pattern of downstream shifts in nucleosome positioning. One explanation for this commonality is that all participate in this process of co-transcriptional nucleosome disassembly and reassembly, and a defect in any step of this process produces a similar defect in chromatin. Others have posed that this defect in passage through nucleosomes may produce an elongation complex that transcribes through chromatin more slowly than in wild-type cells, which might produce mispositioned nucleosomes (Uzun *et al*. 2021). Indeed, there is evidence that loss of RNAPII transcription results in shifts in nucleosome positions, as depletion of Rpb1 (Tramantano *et al*. 2016) and growth of the temperature-sensitive *rpb1-1* allele at a nonpermissive temperature (Tramantano *et al*. 2016) produce a downstream nucleosome shift.

Maintenance of nucleosome positioning is also associated with ATP-dependent nucleosome remodelers, which position nucleosomes and evict or exchange histones in an ATP-dependent manner [reviewed in (Clapier *et al*. 2017)]. Recent work demonstrated that the ISW1a nucleosome remodeler complex subunit *Ioc4* mutant or depletion produces a downstream shift in nucleosome positioning comparable to the shift we observed in the Spn1 mutants (Bhardwaj *et al*. 2020). However, other MNase-seq experiments demonstrate that depletion or deletion of nucleosome remodeling factors, notably Isw1, Chd1, Ino80, and Sth1, produces upstream shifts in nucleosome positioning over gene bodies (Klein-Brill *et al*. 2019; Ocampo *et al*. 2016). Spn1 does collaborate with the SWI/SNF nucleosome remodeler complex, as we’ve previously observed through a significant genetic interaction with *SNF2*, which encodes the catalytic subunit of SWI/SNF (Zhang *et al*. 2008). Intriguingly, degradation of Snf2 has little effect on nucleosome positioning (Klein-Brill *et al*. 2019). Taken together, the shifts observed in the Spn1 mutants more closely resemble the shifts produced by Spt4, Spt6, and Rpb1 rather than most nucleosome remodelers.

A puzzling question that remains is how *spn1^K192N^* and *spn1^141–305^* produce such similar changes in chromatin protections over nucleosome positions distal to promoters despite their distinct defects for known binding partners. Both Spn1 recruitment to the elongating RNAPII complex and its ability to bind histones and/or nucleosomes are critical for preserving chromatin structure, and likely occur co-transcriptionally. Wild-type Spn1 is poised near the downstream nucleosome in the RNAPII elongation complex (Ehara *et al*. 2022). Spn1 directly binds histones and nucleosomes, a function that may be important for the disassembly of downstream nucleosomes during transcription. If the recruitment of Spn1 to sites of transcription is diminished, the process of disassembling the downstream nucleosome may be impacted. Conversely, the *spn1^141–305­^* mutant is likely still recruited to sites of transcription. However, its loss of histone- and nucleosome-binding regions renders it unable to participate in the process of downstream nucleosome disassembly. In either mutant, the loss of Spn1 function results in defects in chromatin preservation during transcription elongation, resulting in a shift in nucleosome and subnucleosome protections. Taken together, these findings deepen our understanding of Spn1-dependent chromatin maintenance over the yeast genome and provide insight into mechanisms underlying this process.

## Supplementary Material

jkaf032_Supplementary_Data

## Data Availability

Strains and plasmids are available upon request. All sequencing data have been uploaded to the GEO database under the accession GSE261349. Supplemental material available at G3 online.

# Supplementary material for: The histone chaperone Spn1 preserves chromatin protections at promoters and nucleosome positioning in open reading frames
**Source:** G3 (Bethesda). 2025 Feb 17;15(4):jkaf032. doi: 10.1093/g3journal/jkaf032
**Supplement:** jkaf032_Supplementary_Data

## SUPPLEMENTARY DATA

**Table S1:** Plasmids and yeast strains used in this study.

| Plasmid | Description                                                                                                                                                        |                                       |
|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------|
| pCR311  | Full length wild type <i>SPN1</i> with 403 bp of upstream sequence and 116bp of downstream sequence, myc2 tagged at the amino terminus, pRS313 (CEN, <i>HIS3</i> ) |                                       |
| pCR312  | <i>spn1</i> <sup>K192N</sup> with 403 bp of upstream sequence and 116bp of downstream sequence, myc2 tagged at the amino terminus, pRS313 (CEN, <i>HIS3</i> )      |                                       |
| pAA344  | <i>spn1</i> <sup>141-305</sup> with 403 bp of upstream sequence and 116bp of downstream sequence, myc2 tagged at the amino terminus, pRS313 (CEN, <i>HIS3</i> )    |                                       |
| Strain  | Genotype                                                                                                                                                           | Source                                |
| BY4741  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                                                                           | Research Genetics                     |
| LZ0-1   | BY4741 <i>spn1Δ::LEU2</i> + pCR311                                                                                                                                 | (Li et al. 2018), (Zhang et al. 2008) |
| LZ0-2   | BY4741 <i>spn1Δ::LEU2</i> + pCR312                                                                                                                                 | (Li et al. 2018), (Zhang et al. 2008) |
| LZ0-3   | BY4741 <i>spn1Δ::LEU2</i> + pAA344                                                                                                                                 | (Li et al. 2018), (Zhang et al. 2008) |

**Figure S1**

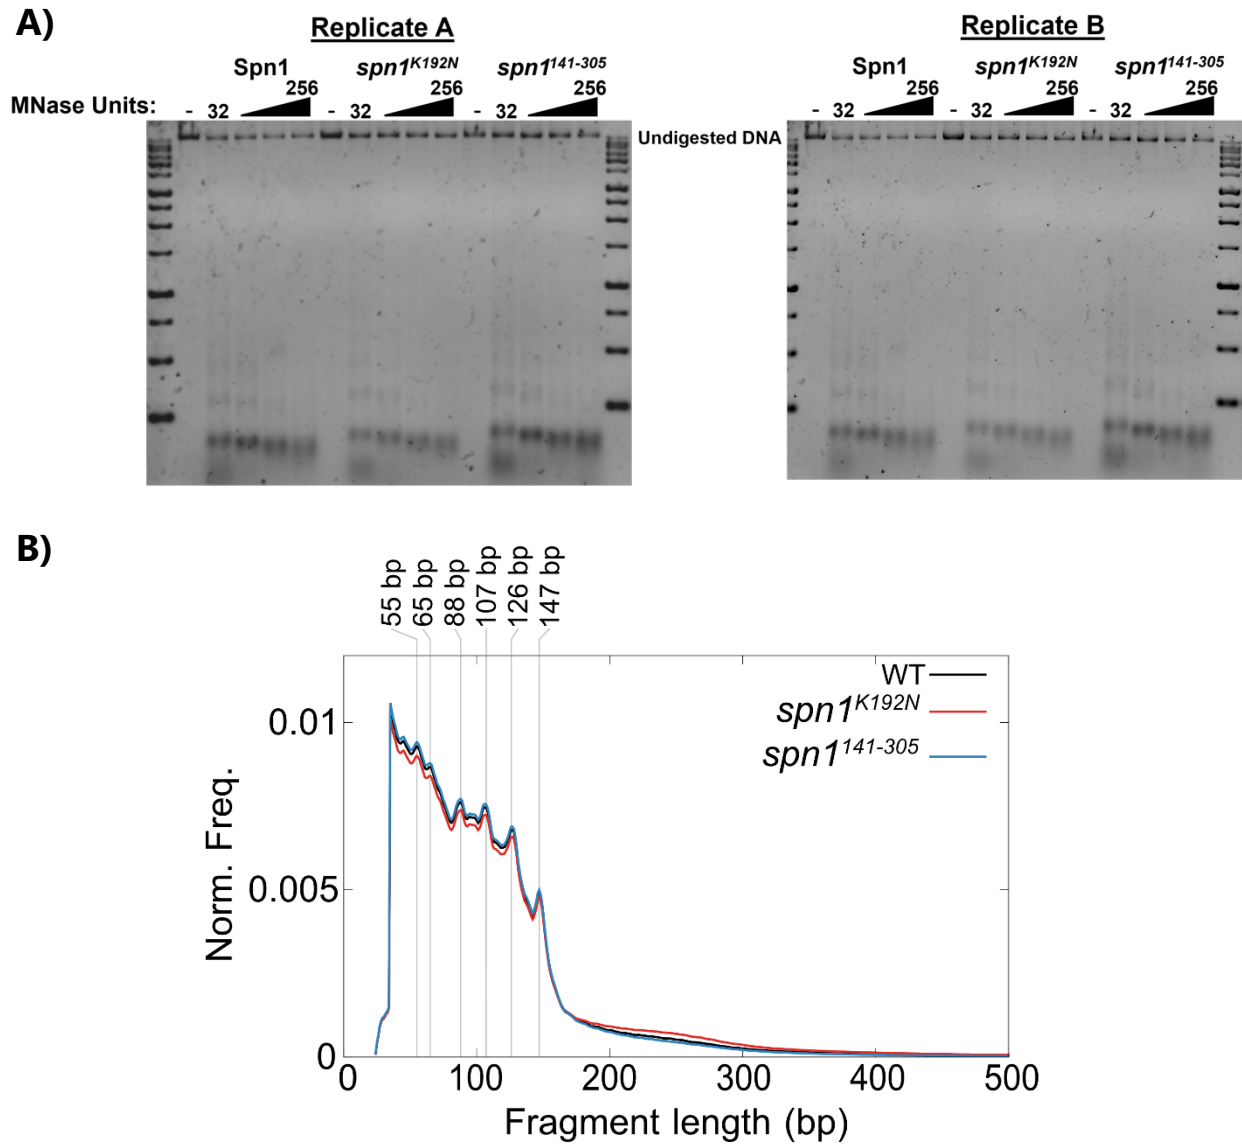

**Figure S1: Characterization of MNase digested samples demonstrates uniform distribution of protected fragments.** (A) Yeast nuclei isolated from yeast expressing wild-type Spn1, *spn1*<sup>K192N</sup> and *spn1*<sup>141-305</sup> were digested with increasing amounts of MNase then subjected to agarose gel electrophoresis. (B) The normalized fragment length distribution of sequencing datasets generated from MNase digested samples (wild-type: black, *spn1*<sup>K192N</sup>: red, *spn1*<sup>141-305</sup>: blue). Fragment length distributions were normalized by averaging distributions from each sample followed by resampling.

**Figure S2**

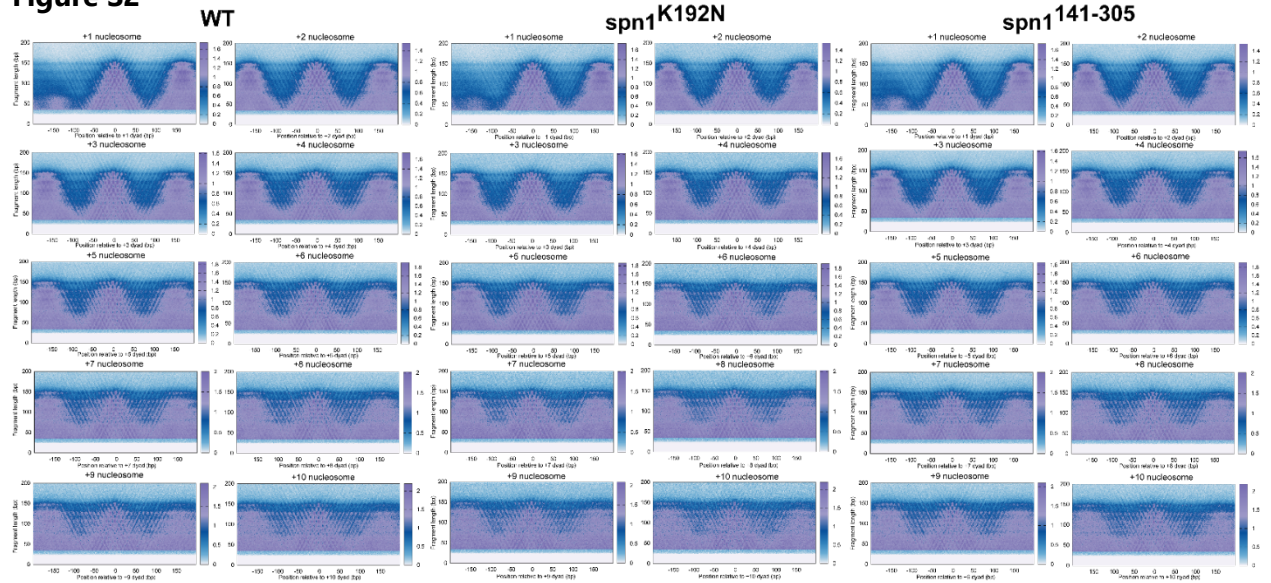

**Figure S2:** V-plots were produced by mapping fragment midpoints at each nucleosome dyad position from positions +1 to +10 over 4688 genes in wild-type or *Spn1* mutant expressing yeast.

**Figure S3**

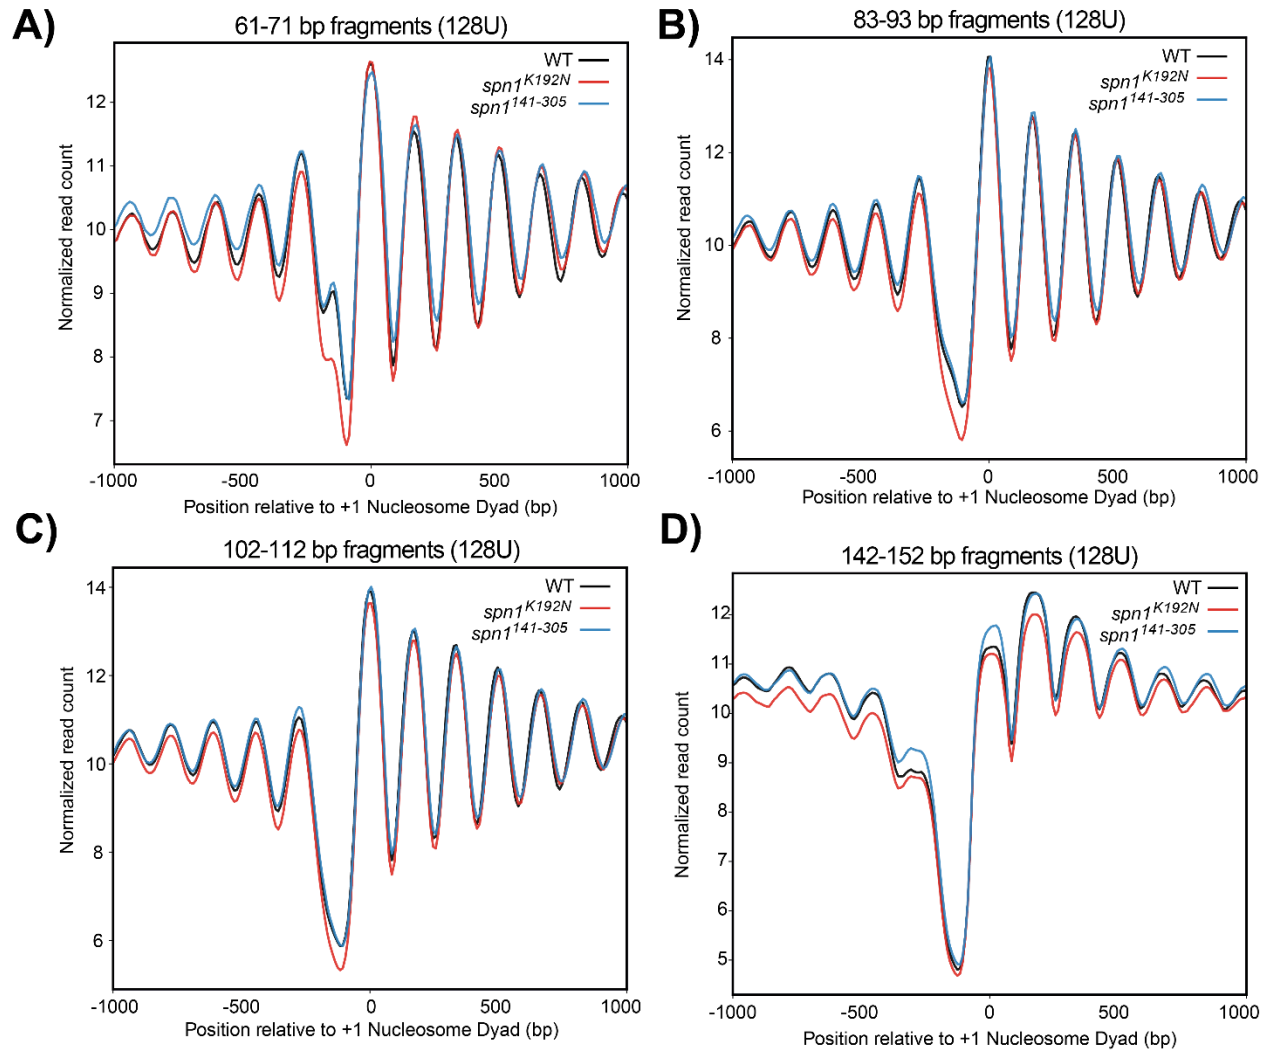

**Figure S3: *spn1<sup>K192N</sup>* cells exhibit a loss of MNase-protected fragments in NDRs, which diminishes as fragment length increases.** Profiles of MNase protected fragments (A) 61-71 bp, (B) 83-93 bp, (C) 102-112 bp, and (D) 142-152 bp in length mapped over 4688 genes aligned to the +1 nucleosome dyad in wild-type, *spn1<sup>K192N</sup>*, and *spn1<sup>141-305</sup>* expressing yeast.

**Figure S4**

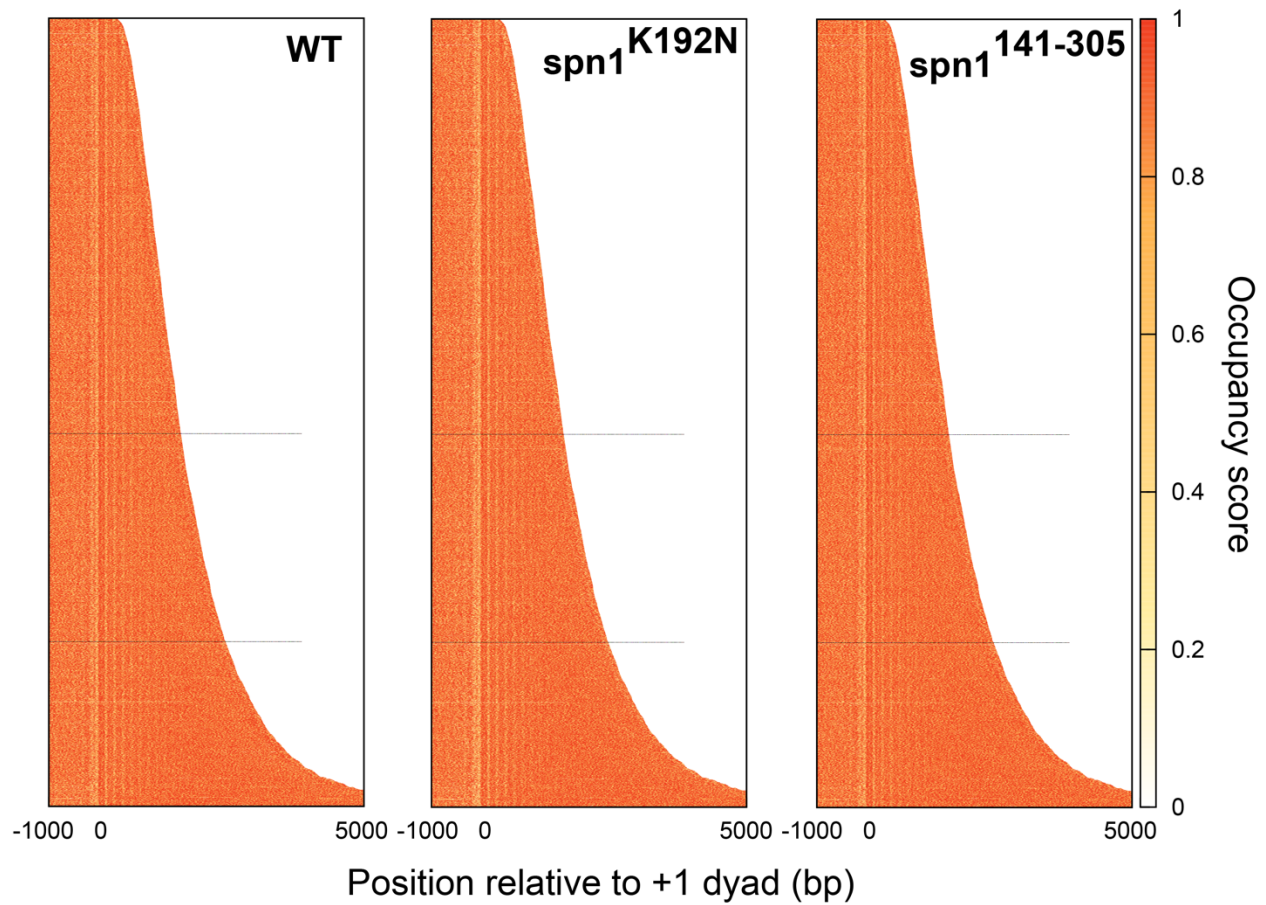

**Figure S4: *spn1*<sup>K192N</sup> cells experience a loss in short chromatin protections over NDRs genome wide.** Heatmaps displaying occupancy of MNase protected fragments (0-60bp) across 4688 genes in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast.

**Figure S5**

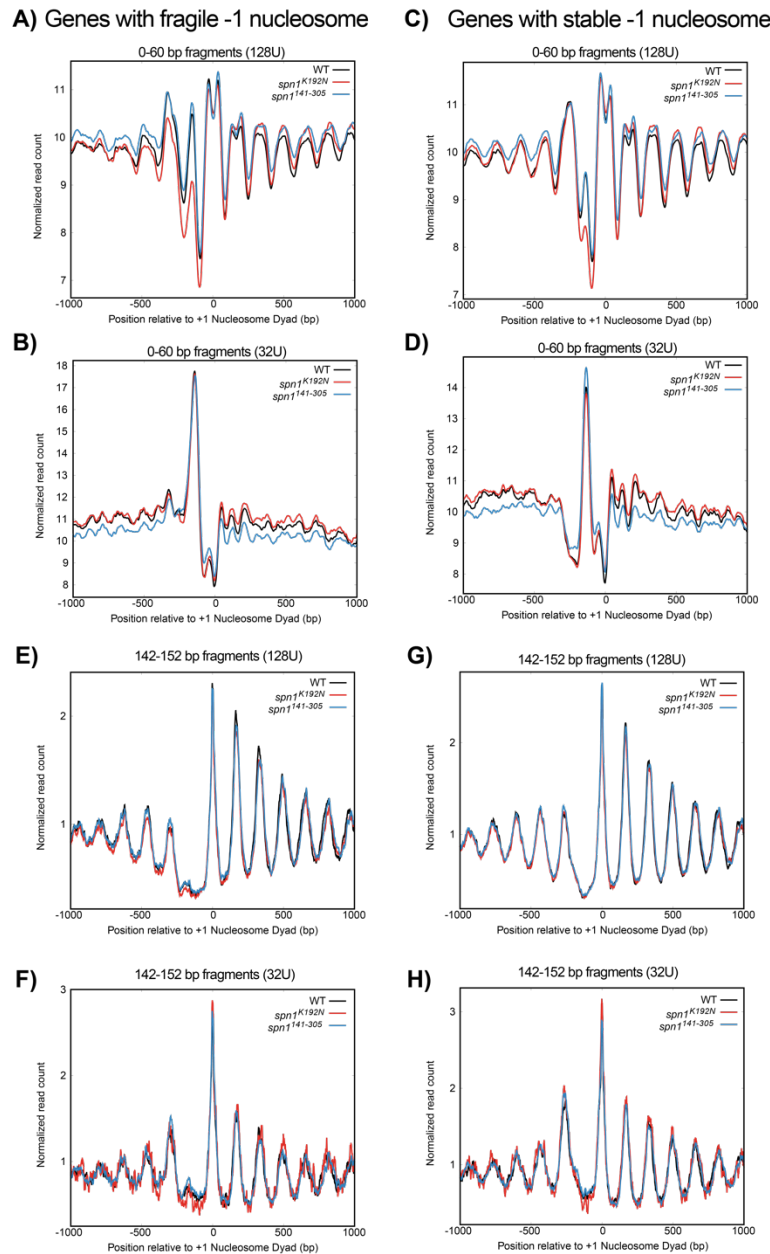

**Figure S5: *spn1*<sup>K192N</sup> cells exhibit a loss of MNase-protected fragments in NDRs with or without fragile nucleosomes.** Profiles of MNase protected fragments 0-60 bp in length from (A) high MNase (128U) and (B) low MNase (32U) mapped over genes containing a fragile –1 nucleosome in NDRs as defined in Kubik et al. (Kubik et al. 2015) aligned to the +1 nucleosome dyad in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast. Profiles of MNase protected fragments 0-60 bp in length from (C) high MNase (128U) and (D) low MNase (32U) mapped

over genes containing a stable -1 nucleosome in NDRs as defined in Kubik *et al.* (Kubik et al. 2015) aligned to the +1 nucleosome dyad in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast. Profiles of MNase protected fragments 142-152 bp in length from (E) high MNase (128U) and (F) low MNase (32U) mapped over genes containing a fragile -1 nucleosome in NDRs as defined in Kubik et al. (PMID: 26545077) aligned to the +1 nucleosome dyad in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast. Profiles of MNase protected fragments 142-152 bp in length from (G) high MNase (128U) and (H) low MNase (32U) mapped over genes containing a stable -1 nucleosome in NDRs as defined in Kubik *et al.* (Kubik et al. 2015) aligned to the +1 nucleosome dyad in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast.

**Figure S6**

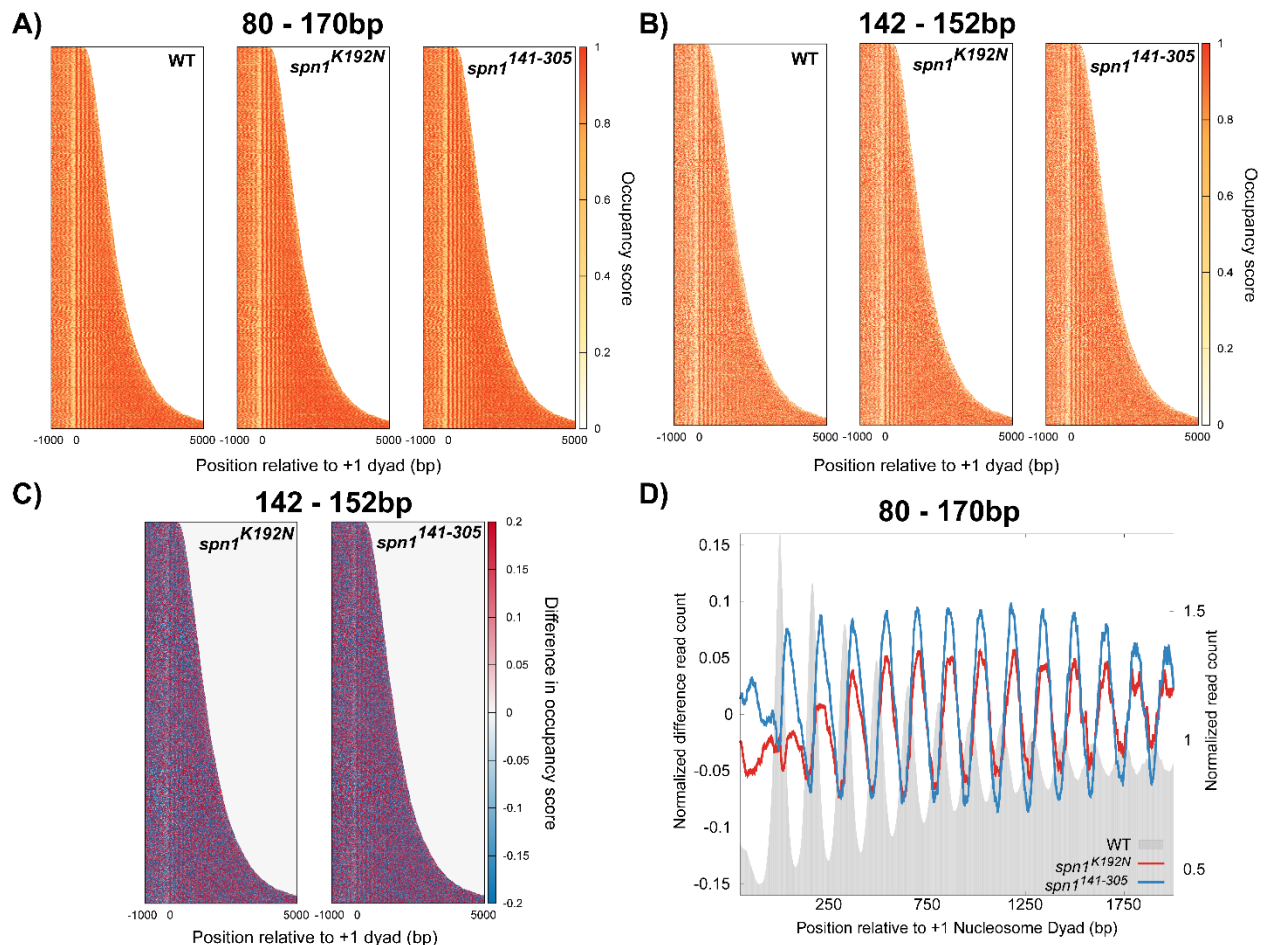

**Figure S6: Mutations in *Spn1* propagate a downstream shift in chromatin protections over open reading frames genome wide.** (A) Heatmaps of occupancy of MNase protected fragments (80-170bp) across 4688 genes in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast. (B) Heatmap of occupancy of MNase protected fragments (142-152bp) across 4807 genes in wild-type, *spn1*<sup>K192N</sup>, and *spn1*<sup>141-305</sup> expressing yeast. (C) Difference heatmap between wild-type and mutant *Spn1* expressing yeast strains scored by changes in 142-152 bp fragment occupancy. Genes are aligned by their +1 nucleosome dyad position and ranked by length. Scores are calculated by subtracting wild-type occupancy data from mutant occupancy. Regions in red are enriched for fragments at that position while blue regions are depleted for fragments. (D) Difference profile plot between wild-type and mutant samples. Average nucleosome density from wild-type expressing yeast is plotted in grey. Differences between wild-type and mutants (*spn1*<sup>K192N</sup>, red and *spn1*<sup>141-305</sup>, blue) against wild-type replicates are plotted.

**Figure S7**

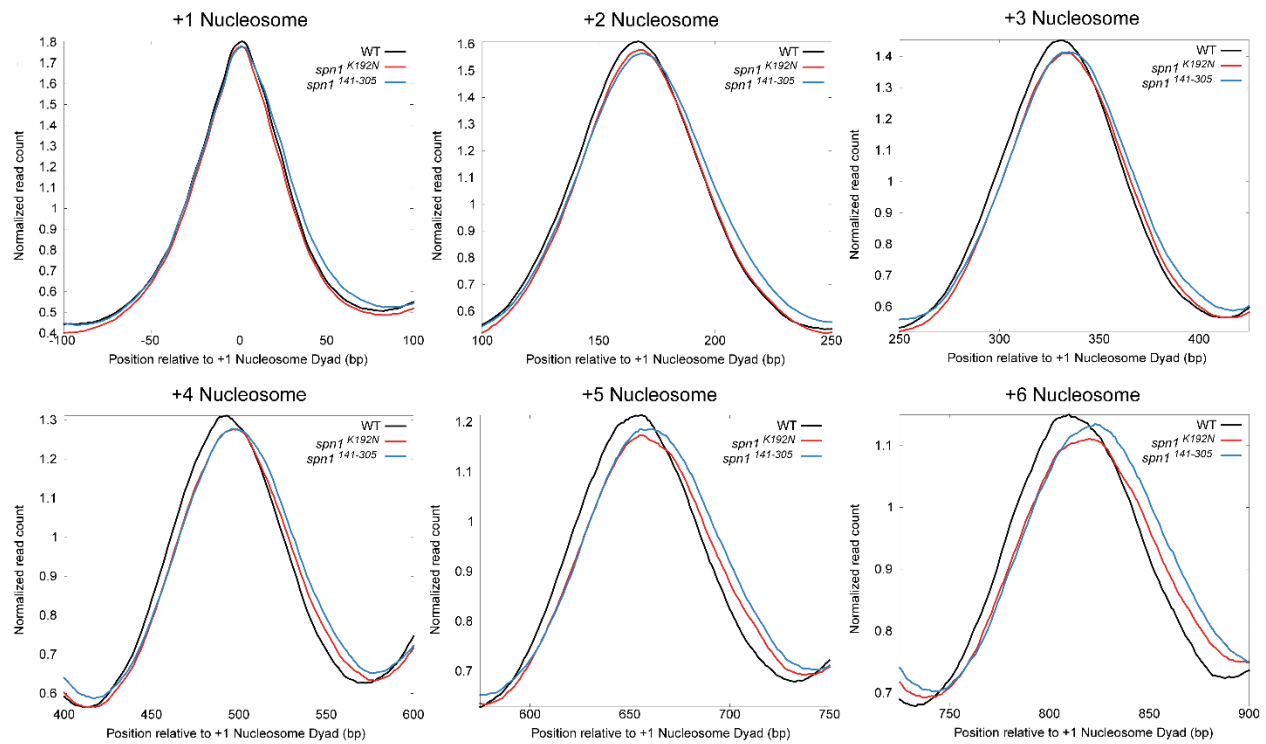

**Figure S7: Expression of either *spn1<sup>K192N</sup>* and *spn1<sup>141-305</sup>* mutant alleles produced a progressive 3' downstream shift in nucleosome positioning.** Profiles of MNase protected fragments (80-170 bp) mapped over 4688 genes aligned to the +1 nucleosome dyad in wild-type, *spn1<sup>K192N</sup>*, and *spn1<sup>141-305</sup>* expressing yeast. Panels are rescaled by normalized read count and separated into panels to feature +1 to +6 nucleosome positions.

**Figure S8**

**A)**

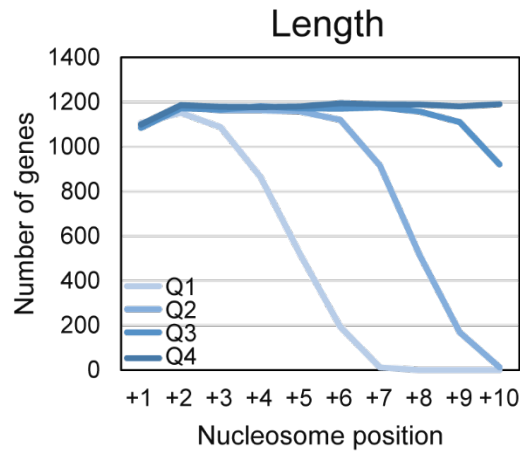

**B)**

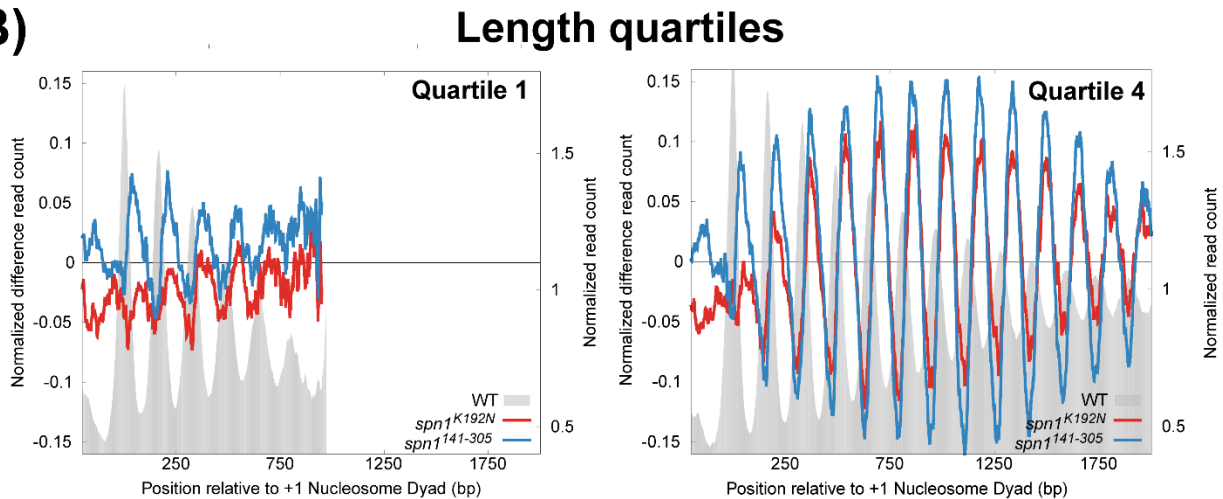

**Figure S8: Yeast genes were ranked by gene length to generate quartile gene lists. (A)** Count of genes containing mapped nucleosomes at each position across quartiles ranked by length. **(B)** Difference profile plots between wild-type and mutant samples over 4688 genes binned into quartiles by gene length, with Q1 representing the shortest genes (left panel) and Q4 representing the longest (right panel).

**Figure S9**

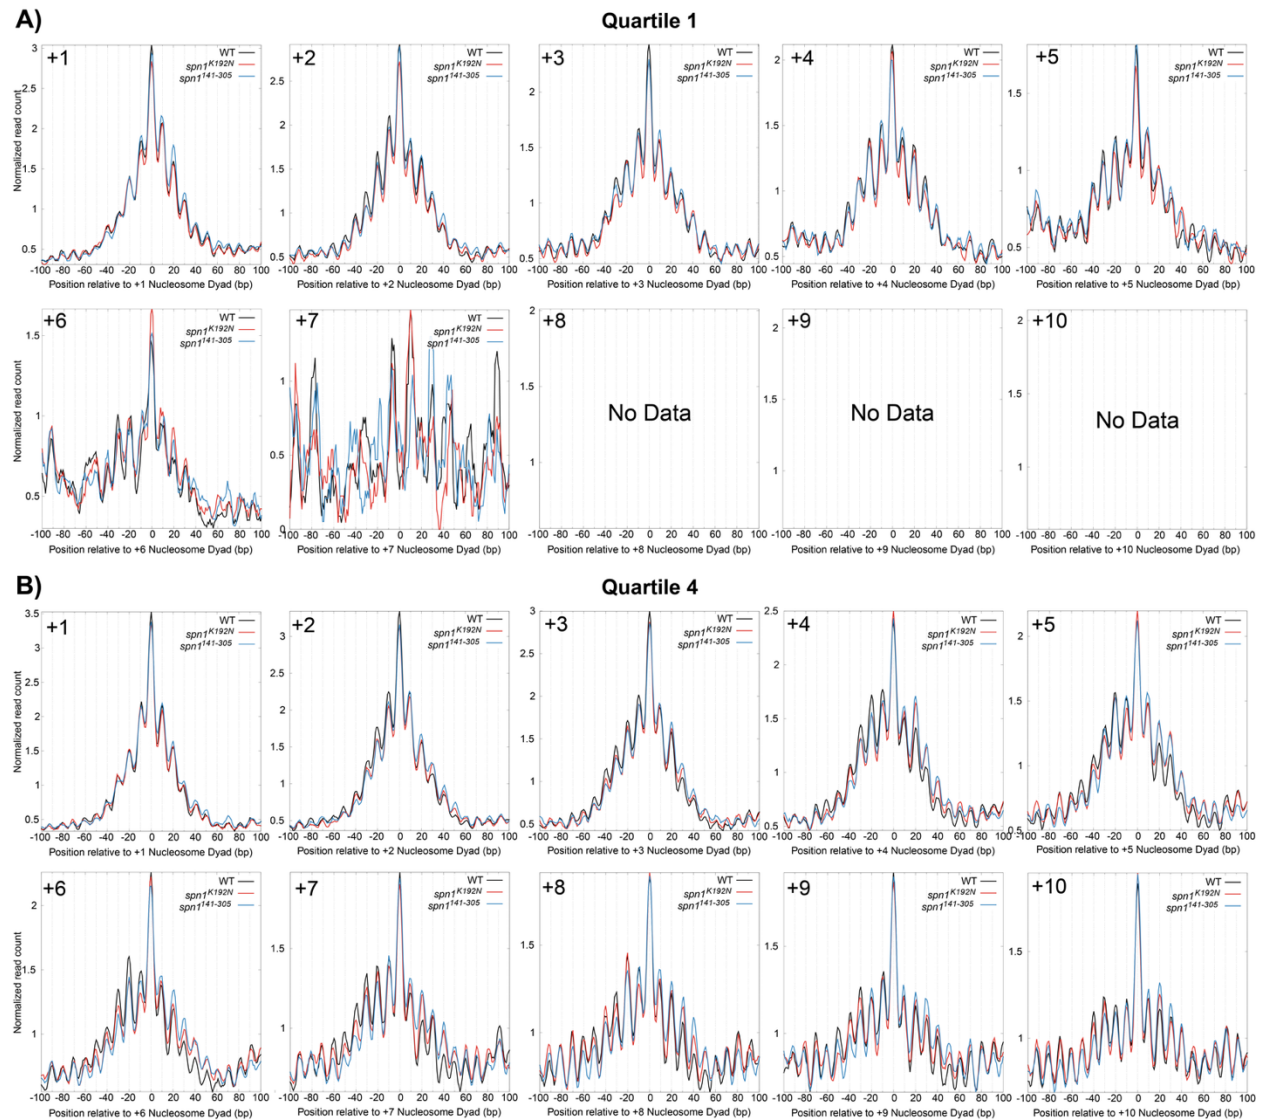

**Figure S9: Nucleosomal protections in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location. Metagene plots of fragment midpoints 142 - 152bp in length mapped to each nucleosome dyad at the (A) shortest and (B) longest gene quartiles ranked by length.**

**Figure S10**

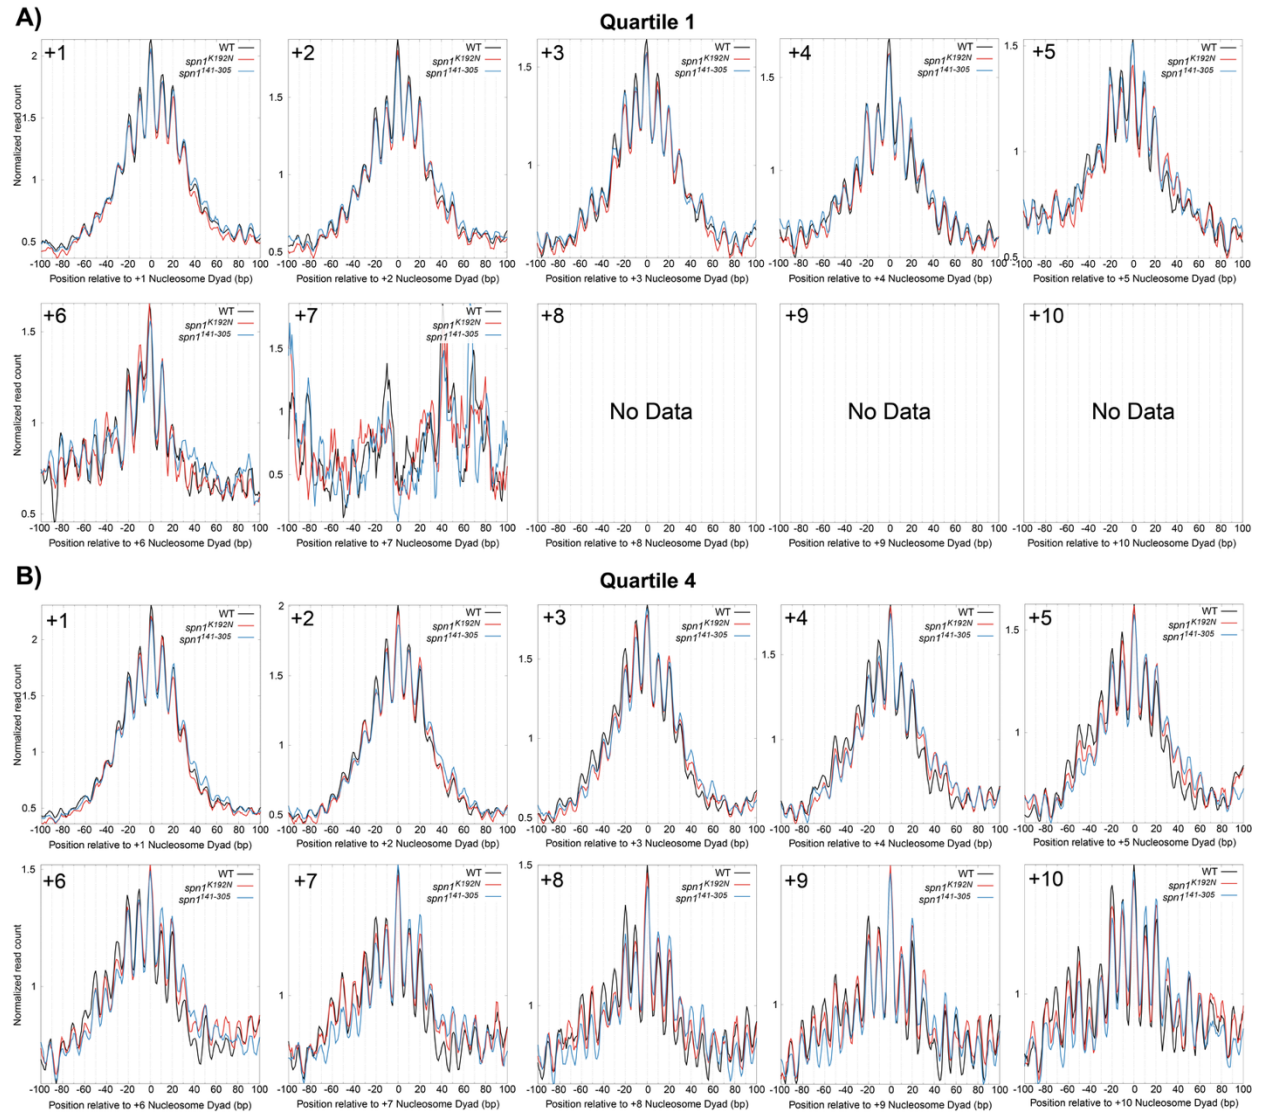

**Figure S10: Subnucleosomal protections 102-112 bp in length in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location.** Metagenome plots of fragment midpoints 102 - 112bp in length mapped to each nucleosome dyad at the (A) shortest and (B) longest gene quartiles ranked by length.

**Figure S11**

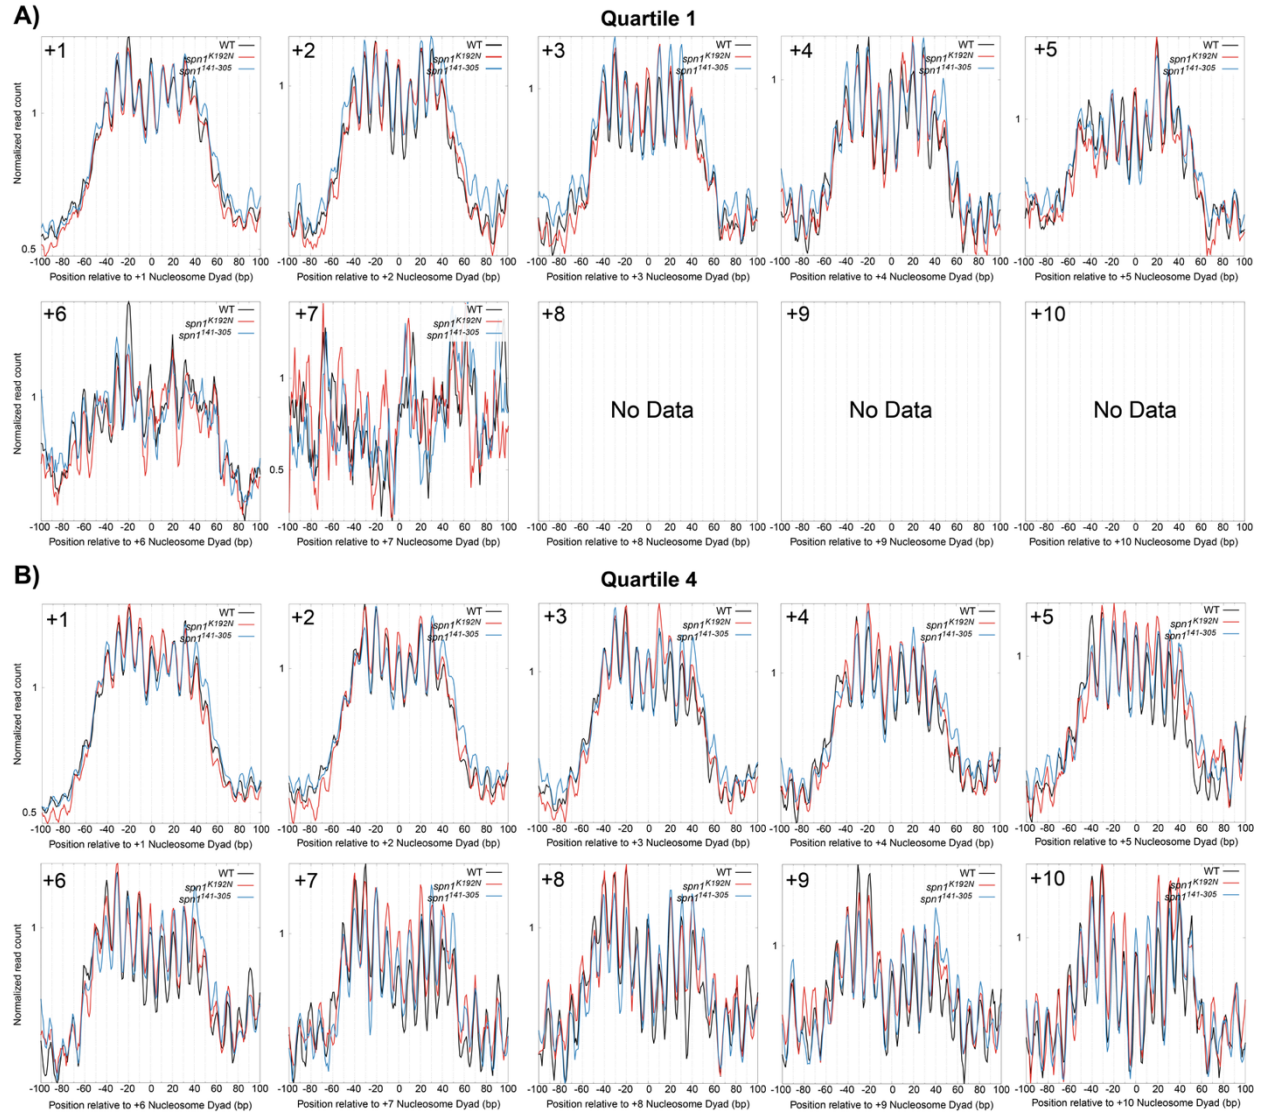

**Figure S11: Subnucleosomal protections 61-71 bp in length in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location in *spn1*<sup>141-305</sup>.** Metagene plots of fragment midpoints 61 - 71bp in length mapped to each nucleosome dyad at the (A) shortest and (B) longest gene quartiles ranked by length.

**Figure S12**

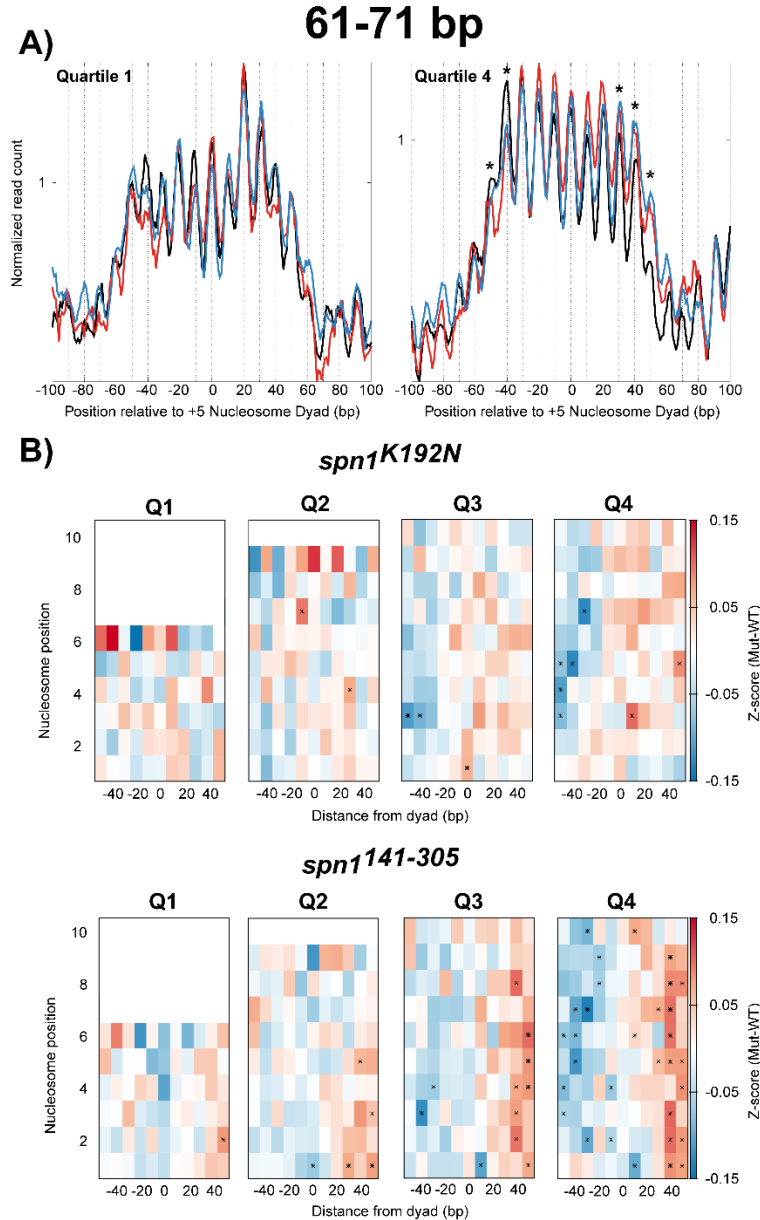

**Figure S12: Protected fragments 61-71 bp in length experience little shifts in Spn1 mutant expressing strains.** (A) Metagene plots of fragment midpoints 61-71 bp in length mapped to the +5 nucleosome dyad at genes ranked by length. Asterisks indicate rotational positions with statistically significant change in Z-score. (B) Z-score changes in 61-71 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by length in mutant Spn1 expressing yeast strains compared to WT plotted as a heatmap. Asterisks indicate rotational positions with statistically significant change in Z-score.

**Figure S13**

**A)**

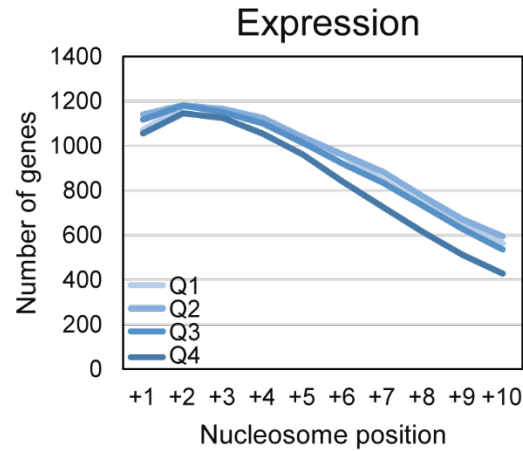

**B)**

### Expression quartiles

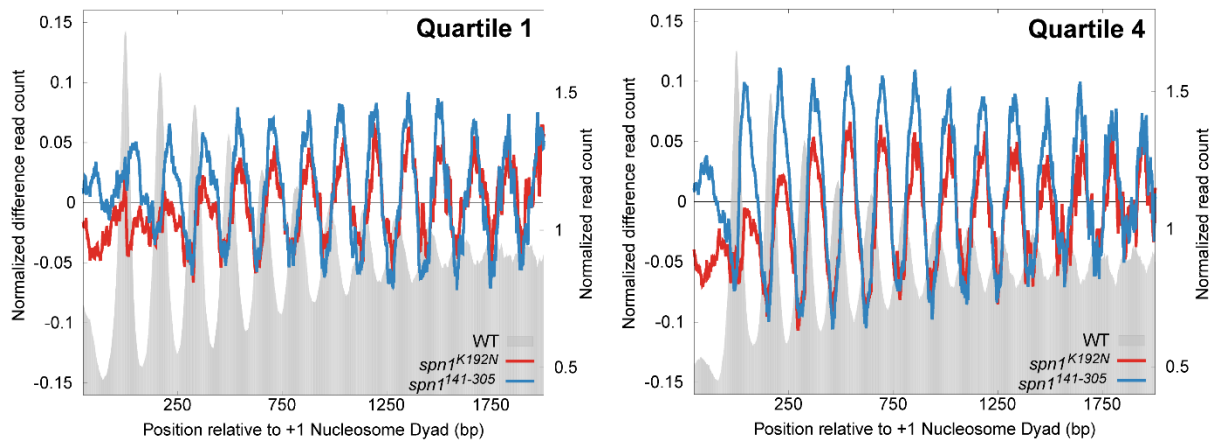

**Figure S13: Yeast genes were ranked by published NET-seq data to generate quartile gene lists.** (A) Count of genes containing mapped nucleosomes at each position across quartiles ranked by expression. (B) Difference profile plots between wild-type and mutant samples over 4688 genes binned into quartiles by expression, with Q1 representing the least expressed (left panel), and Q4 representing the most expressed genes (right panel).

**Figure S14**

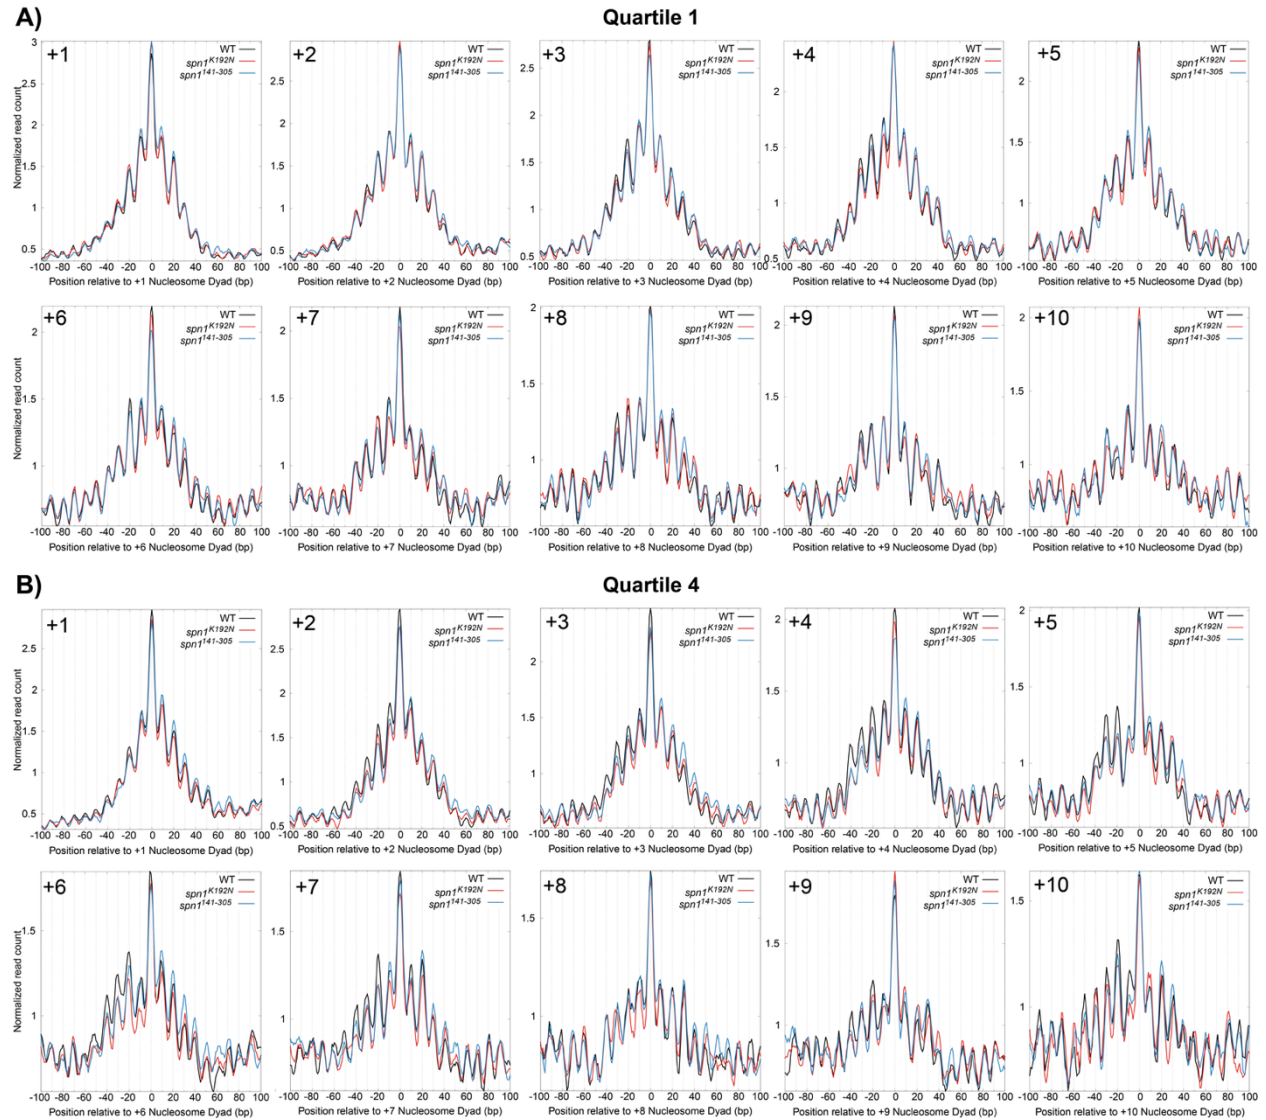

**Figure S14: Nucleosomal protections in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location. Metagene plots of fragment midpoints 142 - 152bp in length mapped to each nucleosome dyad at the (A) lowest and (B) highest gene quartiles ranked by expression.**

**Figure S15**

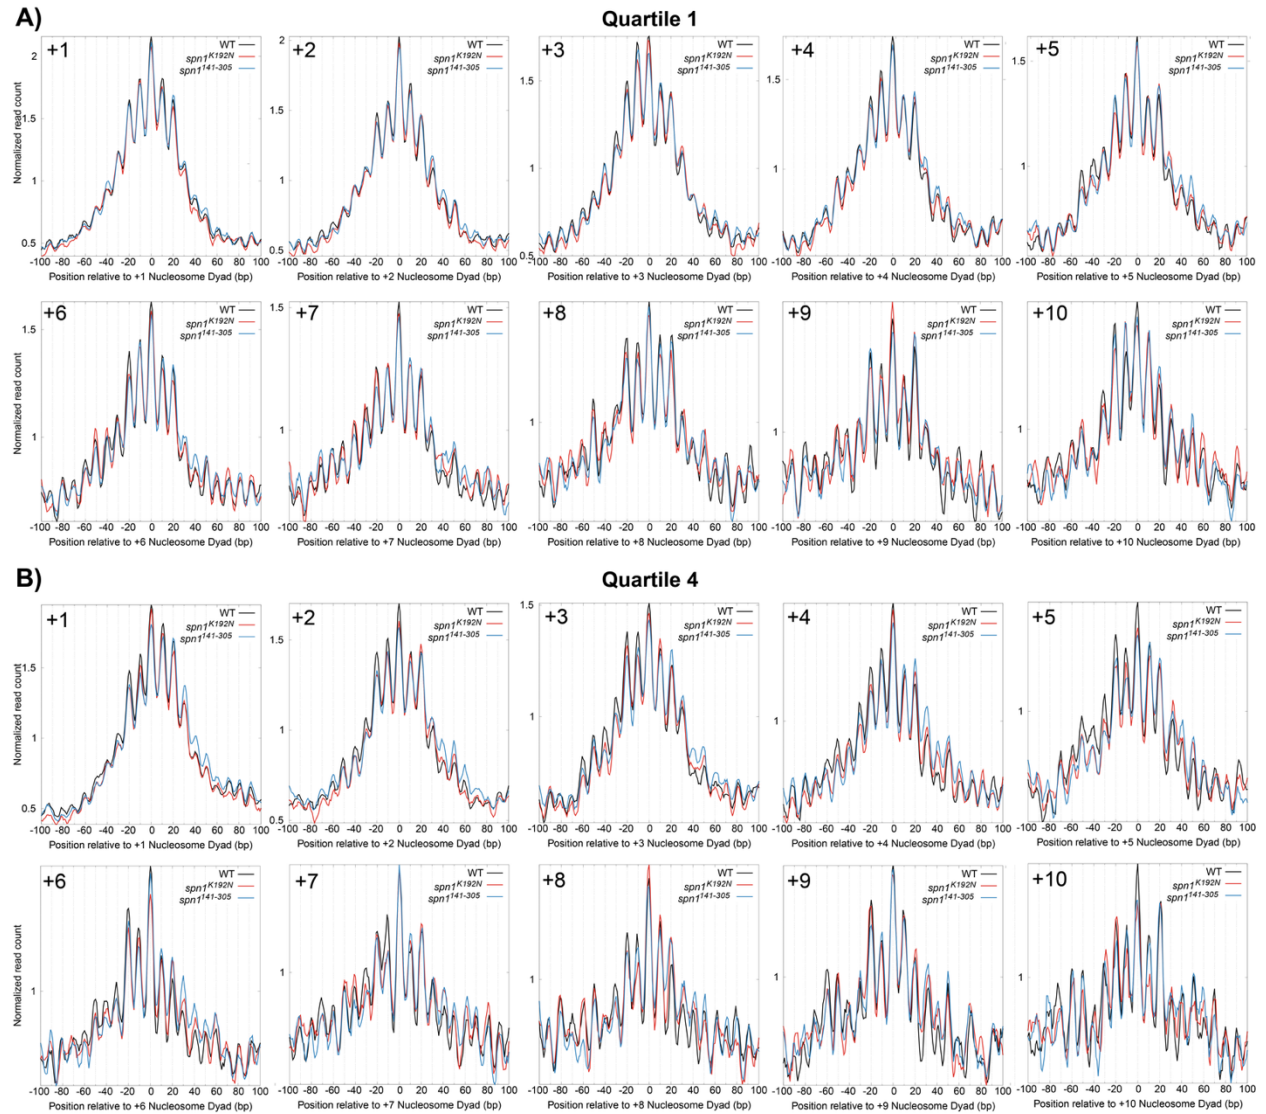

**Figure S15: Subnucleosomal protections 102-112 bp in length in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location.** Metagenome plots of fragment midpoints 102 - 112bp in length mapped to each nucleosome dyad at the (A) lowest and (B) highest gene quartiles ranked by expression.

**Figure S16**

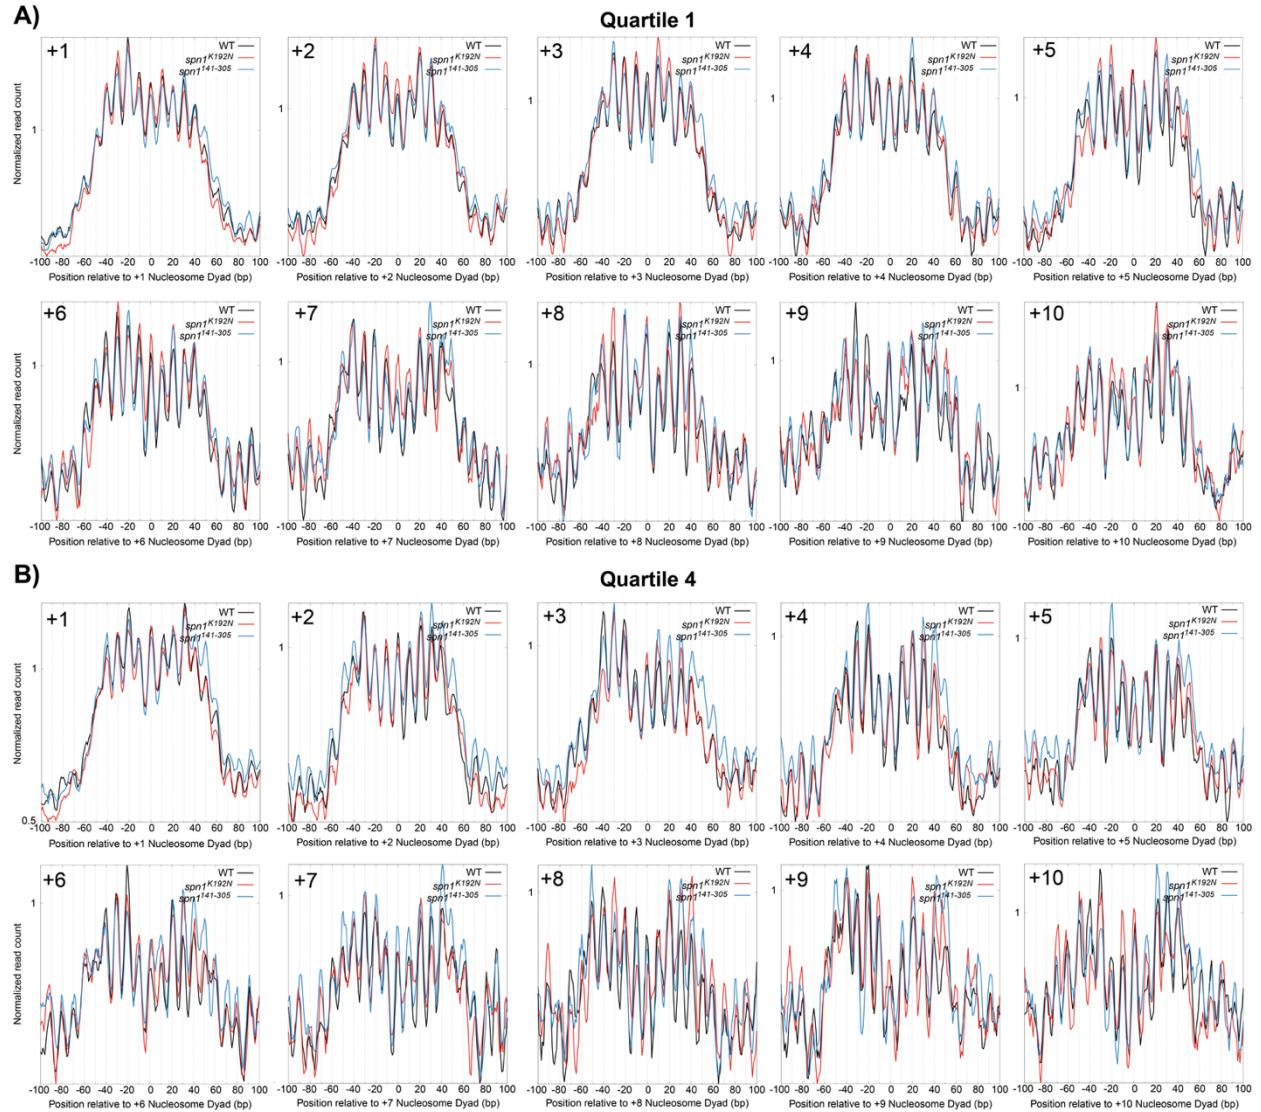

**Figure S16: Subnucleosomal protections 61-71 bp in length in *Spn1* mutants occupy the same rotational positions as wild-type cells, but with higher occupancy at rotational positions downstream of the dyad with a loss of occupancy at positions upstream of the dyad location in *spn1*<sup>141-305</sup>. Metagene plots of fragment midpoints 61 - 71bp in length mapped to each nucleosome dyad at the (A) lowest and (B) highest gene quartiles ranked by expression.**

**Figure S17**

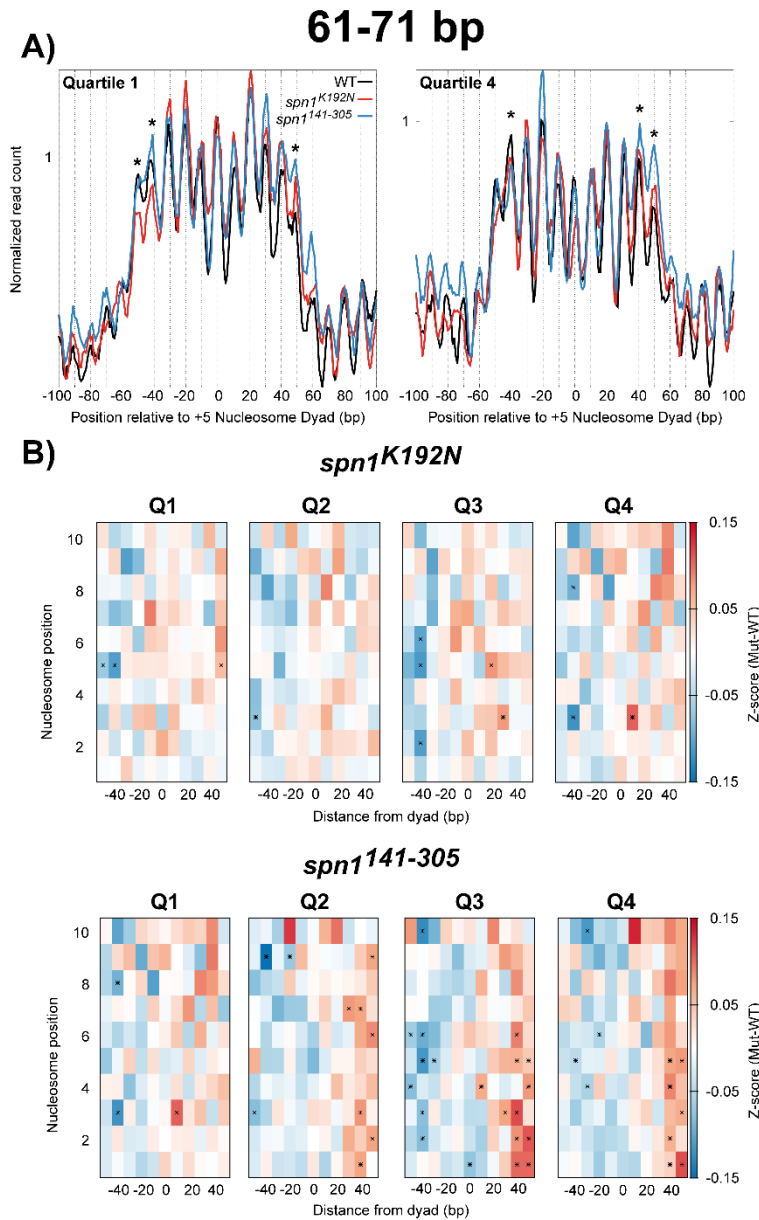

**Figure S17. Protected fragments 61-71 bp in length experience little shifts in Spn1 mutant expressing strains.** (A) Metagene plots of fragment midpoints 61-71 bp in length mapped to the +5 nucleosome dyad at genes ranked by length. Asterisks indicate rotational positions with statistically significant change in Z-score. (B) Difference heatmaps between wild-type and mutant Spn1 expressing yeast strains scored by changes in 61-71 bp fragment occupancy at rotational positions surrounding each nucleosome dyad position at genes ranked by expression. Asterisks indicate rotational positions with statistically significant change in Z-score.

**Figure S18**

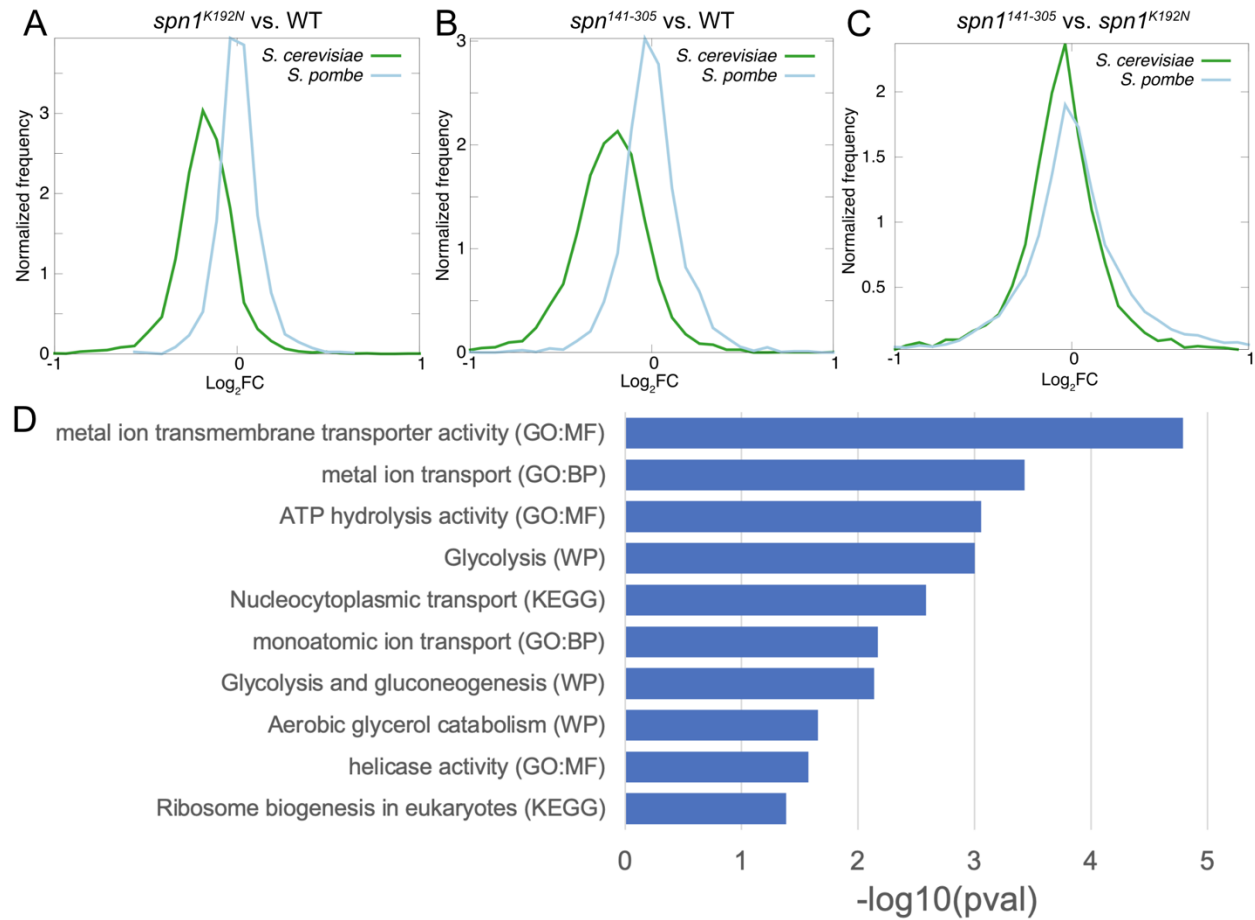

**Figure S18. RNA-seq analysis of Spn1 mutants.** (A) Distribution of  $\log_2(\text{Fold Change})$  of *S. cerevisiae* and *S. pombe* genes for *spn1*<sup>K192N</sup> expressing yeast compared to wild-type. (B) Same as (A) for *spn1*<sup>141-305</sup> expressing yeast compared to wild-type. (C) Same as (A) for *spn1*<sup>141-305</sup> expressing yeast compared to *spn1*<sup>K192N</sup> expressing yeast. (D) Top 10 highest enriched terms obtained from gene set enrichment analysis of genes belonging to G1-G4. P-values adjusted for multiple testing correction are plotted on the x-axis. GO:MF denotes Gene Ontology: Molecular Function, GO:BP denotes Gene Ontology: Biological Process, WP denotes Wiki Pathways, KEGG denotes KEGG reactome.

## **SUPPLEMENTAL REFERENCES**

- Kubik S, Bruzzone Maria J, Jacquet P, Falcone J-L, Rougemont J, Shore D. 2015. Nucleosome stability distinguishes two different promoter types at all protein-coding genes in yeast. *Molecular Cell*. 60(3):422-434.
- Li S, Almeida AR, Radebaugh CA, Zhang L, Chen X, Huang L, Thurston AK, Kalashnikova AA, Hansen JC, Luger K et al. 2018. The elongation factor spn1 is a multi-functional chromatin binding protein. *Nucleic Acids Research*. 46(5):2321-2334.
- Zhang L, Fletcher AGL, Cheung V, Winston F, Stargell LA. 2008. Spn1 regulates the recruitment of spt6 and the swi/snf complex during transcriptional activation by rna polymerase ii. *Molecular and Cellular Biology*. 28(4):1393-1403.

How the deposited data were processed for this re-analysis (not part of the article)

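RNA-seq was performed on yeast expressing wild-type Spn1, *spn1 K192N* or *spn1141-305*, with 3 cultures per genotype and a spike-in of *S. pombe* cells. The authors quantified transcripts with Salmon v1.9 on an index of *S. cerevisiae* cDNA (Ensembl release 113) and *S. pombe* cDNA with both genomes as decoys, and scaled the libraries with DESeq2 size factors estimated on the *S. pombe* genes. The deposited matrix holds 1 value per gene and library, which the authors put on a log2 scale with the rlog function of DESeq2. The authors' 3 deposited comparison tables hold log2 fold changes with standard errors, p-values, Benjamini-Hochberg adjusted p-values and a mean scaled count per gene, which is the same in the 3 tables. They list 3916, 5011 and 6234 genes. The matrix lists 6577 genes, of which 216 are at 0 in all libraries. The depth of the libraries is unknown, since counts per library were not used here, and no counting error or detection limit is given. The chromatin (MNase-SSP) experiments and the RNAPII occupancy data of the paper were not analysed here, and *S. pombe* values were not used here.

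Libraries were assigned to genotypes and replicates by their labels, and all 9 were used. The labels' genotype of the wild-type libraries is that of the parental strain BY4741 and conflicts with the paper, whose strain description was used. Gene names, positions and lengths came from the R64 annotation, the same assembly that release 113 uses, and 5896 identifiers matched.

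Differential expression was computed with limma 3.58.1 in R 4.3.3 on the rlog values, with 1 mean per genotype, eBayes with a trend, two-sided tests and Benjamini-Hochberg adjustment over the 5954 genes with a mean rlog of at least log2(10). Calls needed an adjusted p below 0.05. Groups 1 to 4 were formed from the calls as the paper defines them. Enrichment in quartiles of gene length or mean rlog used a two-sided hypergeometric test against the 5565 tested protein-coding genes, adjusted over 16 tests. Per-library medians and slopes were compared by exact permutation tests. Lists of genes were compared by Fisher's exact test, adjusted over 5 lists: glycolysis, ribosome biogenesis, metal ion transport, phosphate starvation and ribosomal proteins. The lists were written by hand before the values were seen. The phosphate list was written after the first lines of the paper's supplementary table had been seen, and 1 of its 17 members, *CTF19*, is a kinetochore gene that was placed there by mistake and kept. *MDN1* and *REA1*, entered as separate genes, are 1 gene, so that 65 of 66 names for ribosome biogenesis were tested. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

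Genes are named by a rule: *SPN1*, the strain markers *LEU2*, *HIS3*, *URA3* and *MET17* (also called *MET15*), and in each of the 3 comparisons the 3 largest falls and the 3 largest rises among called genes whose libraries do not overlap between the genotypes. *ENA1*, *PHO3*, *CHA1* and *RPS14B* were chosen after their values were seen. *PHO11*, *CTF19*, *MDN1* and *REA1* are named without values, as a paralog or as members of a list.

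The steps were tested on simulated data. With a log2 change of 0.5 added to 200 genes, the fit called all 200 and 12 others, and it called 0 in the unchanged comparison. A planted slope of −0.05 on gene length was recovered as −0.049, and a planted log2 enrichment of 1 as 1.00. Alternatives covered the filter on low values, centring of the libraries, the prior variance, the libraries in the fit, the replicate number as a block, the threshold, the background of the enrichments, terms for level and GC content, coding length, the authors' deposited calls and each library left out in turn.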

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

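The tests on *ENA5* were chosen after its values had been seen. *PHO3*, *CHA1* and *RPS14B* are named because of their values.

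*ENA5* was more than 1 log2 unit higher in all 6 mutant libraries than in all 3 wild-type libraries, and the mutant mean exceeded the wild-type mean by 3.00. The authors' log2FC, which is not shrunk, is 7.63 in *spn1 K192N* and 7.38 in *spn1141-305*. Of its near-identical neighbours, *ENA2* fell by 0.93 and 1.43 in the 2 mutants and *ENA1*, looked at afterwards, by 0.33 and 0.42. The summed level of *ENA1*, *ENA2* and *ENA5* changed by −0.34 in the mutants (two-sided exact permutation p = 0.0238), of which −0.25 is beyond the shift of the median gene. The sum did not rise, so a candidate explanation is that reads were shared out differently between the copies. The sum does not tell this apart from a change in the genes' own expression, in which some copies fall as another rises. It was taken on rlog values, which are shrunk, and the authors' unshrunk values were not summed. A different set of *ENA* copies in the wild-type strain would put *ENA5* near the floor in every wild-type library, as seen (SD 0.0042, n = 3), but so would an effect of the alleles. The 2 explanations cannot be told apart, because strain and allele coincide in this design. An effect of Spn1 on these genes stays open and was not tested further.

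*PHO3*, *CHA1* and *RPS14B* were the 3 genes called higher in *spn1 K192N* and lower in *spn1141-305* against wild-type. The difference between the mutants, tested by limma as *spn1141-305* against *spn1 K192N*, was −0.68 for *PHO3* (adjusted p = 0.000165), −0.75 for *CHA1* (adjusted p = 8.56e-06) and −0.67 for *RPS14B* (adjusted p = 6.65e-06). Each had all 3 *spn1 K192N* libraries above and all 3 *spn1141-305* libraries below all 3 wild-type libraries. *PHO3* lies next to *PHO5* on chromosome II, and *PHO5* fell in both mutants. No technical explanation, such as reads shared with paralogs, was tested for these 3 genes, and the different defects of the 2 alleles stay open as a biological one.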

How the results depend on the processing

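The alternatives were chosen before the data were examined, apart from the adjustment of the authors' p-values over the genes in their tables, which was chosen after seeing the data. Groups from the paper's supplementary sheet for Fig. 6e were not run, because the copy held lists fewer genes than the paper counts.

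Centring each library on its median gene gave 77 genes higher in *spn1 K192N*, 494 lower and 189 higher in *spn1141-305*, and 142 lower and 111 higher between the mutants. It gave 296, 99 and 83 genes in groups 1, 2 and 4, 356 in other combinations and an overlap of 113. The shared shift it removes was −0.10 for *spn1141-305*. It raised the longest-quartile enrichment of group 3 to 0.88 and of group 4 to 1.24, past the threshold, and the odds ratio of ribosomal proteins moved to 0.189, no longer past it. *LEU2* in *spn1141-305* changed sign to 0.044. The cause was not tested beyond the shift.

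Without a trend in the prior variance, 159 genes were lower and 14 higher in *spn1 K192N*, and 13 lower and 6 higher between the mutants. At an adjusted p below 0.01, which by construction calls fewer genes, the counts were 98 and 11 in *spn1 K192N*, 404 and 9 in *spn1141-305*, and 32 and 22 between the mutants. With only the 6 libraries of the 2 genotypes, 2077 genes were lower and 59 higher in *spn1141-305*. The cause was not tested. With the replicate number as a block, 469 genes were lower in *spn1 K192N* and the overlap was 330. The replicate numbers do not pair the libraries: the correlations of same-number deviations ran from −0.275 to 0.245 and 3 of 9 exceeded 0.1. The authors' p-values adjusted over the genes in their tables alone gave 463 genes lower in *spn1 K192N* and 117 lower between the mutants.

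The authors' deposited calls gave 102 genes in group 3. For these groups the longest-quartile enrichment was −0.15 in group 3, a reversed sign, and 0.82 in group 4, past the threshold. With a mean rlog of at least log2(100), group 3 gave −0.059, also reversed. Neither group 3 value passed the threshold. The test fry gave an adjusted p of 0.0977 in *spn1 K192N* for glycolysis and metal ion transport, 0.0913 for ribosome biogenesis and 0.0626 in *spn1141-305* for metal ion transport, all weaker. For ribosomal proteins it gave 0.465 and 0.273 with a direction down. This is no reversal of the depletion among the calls, because fry compares the list with 0 and the odds ratio compares it with the other genes. The medians of the list, −0.059 and −0.085, lie close to the shared shift and are 0.018 and 0.016 with centred libraries. For the other lists the cause was not tested.

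With 1 library left out at a time, genes lower in *spn1 K192N* ran from 50 (without wild-type replicate 1) to 2031 (without *spn1 K192N* replicate 1), and higher from 12 to 44 (the same 2 fits). In *spn1141-305*, lower genes ran from 278 to 2038 (the same 2 fits) and higher from 9 (without wild-type replicate 2) to 56 (without *spn1 K192N* replicate 1). Between the mutants they ran from 38 lower (without *spn1141-305* replicate 1) to 146 (without *spn1 K192N* replicate 3), and from 25 higher (without *spn1141-305* replicate 1) to 116 (without *spn1 K192N* replicate 1). Group 1 ran from 219 (without wild-type replicate 1) to 1197 (without *spn1 K192N* replicate 3), and group 4 from 19 (without *spn1141-305* replicate 1) to 103 (without *spn1 K192N* replicate 3). Without wild-type replicate 1 and without *spn1 K192N* replicate 1, group 2 held 24 and 1275 genes, group 3 12 and 651, and the overlap 28 and 1316. Other combinations ran from 60 (without *spn1141-305* replicate 1) to 206 (without *spn1 K192N* replicate 1). With fewer libraries, fewer or more genes can pass, and the rise without *spn1 K192N* replicate 1 goes with the place of that library near wild-type.

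The median shift between the mutants ran from −0.047 (without *spn1 K192N* replicate 3) to 0.013 (without *spn1 K192N* replicate 1), which reversed it. The shift of the mutants against wild-type ran from −0.108 (without wild-type replicate 3) to −0.062 (without wild-type replicate 1), and p was above 0.05 in 8 of 9 fits. The length trend of the mutants ran from −0.0547 (without *spn1 K192N* replicate 1) to −0.0400 (without *spn1141-305* replicate 3), and p was above 0.05 in 3 of 9 fits. The longest-quartile enrichment ran from 0.093 (without *spn1 K192N* replicate 3) to 1.08 (without *spn1 K192N* replicate 1) in group 2. In group 3 it ran from −0.81 (without *spn1 K192N* replicate 3) to 0.62 (without *spn1141-305* replicate 3), and in group 4 from 0.17 (without *spn1141-305* replicate 3) to 0.93 (without *spn1141-305* replicate 2). Group 1 stayed past the threshold in all 9 fits. *HIS3* in *spn1 K192N* ran from −0.047 (without *spn1 K192N* replicate 1) to 0.75 (without wild-type replicate 2). The cause was not tested.

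In all, 246 values of the main results stayed, 81 counts moved, 18 became weaker, 6 stronger and 11 changed sign or direction, 2 of them the values of fry for ribosomal proteins. Of the values of named genes, counted apart, 374 stayed, 7 became weaker, 7 stronger and 2 reversed. The depth of the libraries is unknown, so how far it limits genes with low values cannot be given.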

Differences from the paper's values

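Group 3 held 60 genes by the limma calls against the paper's 102. Among the alternatives set before the data were examined, the authors' deposited calls gave 102 genes, a mean rlog of at least log2(100) gave 76, and the fits without *spn1141-305* replicate 1, 2 or 3 gave 99, 78 and 100, each within a factor of 1.5 of the paper's. Centring the libraries gave 50. The fits without wild-type replicate 1, 2 or 3 gave 12, 35 and 47, and those without *spn1 K192N* replicate 1, 2 or 3 gave 651, 34 and 16, all outside that factor.

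The paper reports an excess of long genes in group 4. By the limma calls the longest-quartile log2 enrichment of group 4 was 0.68 and did not pass the threshold (adjusted p = 0.0851). It passed for the authors' deposited calls (0.82, adjusted p = 0.00303), with centred libraries (1.24, adjusted p = 2.19e-10), without wild-type replicate 2 (0.92, adjusted p = 0.0141) and without *spn1 K192N* replicate 3 (0.87, adjusted p = 2.26e-05). It did not pass in the other 7 fits that left out 1 library. Over all its alternatives the adjusted p ran from 2.19e-10 to 0.885.

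The paper gives fewer than 20 genes for each of the other combinations of calls. By the limma calls, 1 other combination, lower in *spn1 K192N* than in both other genotypes, held 20 genes, and the authors' deposited calls give it 16.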

Other observations

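The tests on *spn1 K192N* replicate 1, the plasmid and the mean rlog of the authors' groups were chosen after the results had been seen. So were the summed calls under other splits for genes that rose and for the overlap.

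For *spn1 K192N* against wild-type, 2 of the 10 splits of the 6 libraries gave as many genes in one direction as the 286 lower genes, the real split included. The other was the exchange of *spn1 K192N* replicate 1 with wild-type replicate 3, with 991 genes. The same 2 of 10 splits had at least 24 genes in one direction, although the exchange had only 7 in its other direction. For *spn1141-305* against wild-type, only the real split, 1 of 10, reached the 1120 lower and the 27 higher genes, and for *spn1141-305* against *spn1 K192N* only the real split, 1 of 10, reached the 76 and the 37. The other 9 splits gave at most 1 gene in one direction in each of these 2 comparisons. With 3 libraries against 3, no share smaller than 1 of 10 is possible, so the share alone does not decide, but only for *spn1 K192N* against wild-type did another split give more genes than the real one. The overlap of 206 genes lower in both mutants was reached by 4 of 100 splits of the 9 libraries, the real one included.

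The fall of long genes in the mutants was set against 3 technical explanations. A trend with expression level that carries over to length would vanish once mean rlog is a second term. A difference in slope of −0.0388 remained (exact permutation p = 0.0476). Detection power was not tested by this slope, which uses all genes and no calls. It bears on the called groups. Against the background matched on mean rlog, the longest-quartile enrichment was 1.02 in group 1 and 0.73 in group 2. It was 0.41 in group 4 (adjusted p = 0.308 from draws of that background). A bias with GC content that varies between libraries would shrink the trend with GC content as a second term, and it was −0.0512 (exact permutation p = 0.0238). A length bias that varies between libraries whatever their genotype stays open. The lowest wild-type slope lay 0.00995 above the highest mutant slope, that of *spn1 K192N* replicate 1, which is less than the SD within *spn1 K192N* (0.0187) or *spn1141-305* (0.0240). With 9 libraries such a bias cannot be told apart from an effect of the genotype. RNA quality and the library preparation, which were not tested, stay open beside an effect of the alleles. Shrinkage by rlog stays open as well, since the trend was not measured on the authors' unshrunk values.

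*spn1 K192N* replicate 1 lay near the wild-type libraries, at 0.151 on the way from the wild-type mean to replicates 2 and 3 on PC1. A scaling offset from the spike-in would bring it to the other *spn1 K192N* libraries after centring. It moved only to 0.399, and the distance left exceeds the range within wild-type and within the other *spn1 K192N* libraries, which argues against scaling as the whole cause. Whether the part removed by centring was scaling was not tested. A wild-type library under the *spn1 K192N* label, or an exchange with wild-type replicate 3, was tested on genes that rise, placed between wild-type (0) and a mutant (1) with centred libraries. Over 59 genes higher in *spn1141-305*, called without the *spn1 K192N* libraries, *spn1 K192N* replicate 1 lay at 0.367, above the wild-type libraries, whose highest was at 0.114, and below *spn1 K192N* replicates 2 and 3, at 0.667 and 0.718. A second set was then taken, after that result had been seen and had fallen short of the midpoint first asked for. Over these 44 genes, higher in *spn1 K192N* in the fit without replicate 1, it lay at 0.763, with wild-type at most at 0.087. Falling genes placed it lower, at 0.240 over 2077 genes lower in *spn1141-305* and 0.328 over 2031 genes lower in *spn1 K192N* without it, where the highest wild-type library lay at 0.129 and 0.124. All 4 centred positions lie above every wild-type library. Without centring, the rising genes placed it at 0.554 and 1.11, above wild-type at most at 0.279 and 0.172, but the falling genes placed it at 0.132 and 0.165, below wild-type replicate 3 at 0.257 and 0.237. The rising genes thus argue against an unmixed wild-type library, and the falling genes do so only after centring. *SPN1* minus *HIS3*, at −1.27 in this library, lay within the wild-type values, against −1.17 and −1.13 in the other *spn1 K192N* libraries. A *spn1 K192N* library mixed with wild-type RNA may lie between the groups, but *ENA5*, near the floor in wild-type, stood 0.22 above the mean of *spn1 K192N* replicates 2 and 3. A single gene does not exclude a mixture, so it stays open, as does a culture in another state.

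*LEU2* differed by −0.094 between the mutants and wild-type, which argues against the wild-type libraries being the parental strain, where *LEU2* is deleted and would lie far below. *SPN1* and *HIS3* deviated together from their genotype means over the 9 libraries (Pearson's r 0.999, Spearman's rho 1, permutation p = 0.00463 for each within genotypes over 216 arrangements, adjusted p = 0.0139 over 3 relations). Without the 2 libraries farthest in *HIS3*, wild-type replicate 2 and *spn1 K192N* replicate 1, r was 0.998. For *LEU2* and *HIS3*, r was 0.447 (permutation p = 0.343, adjusted p = 0.343) and rho 0.633 (permutation p = 0.120), and r rose to 0.649 without the same 2 libraries, so that *LEU2* is a weak contrast to the plasmid genes. A plasmid copy number that differs between cultures is consistent with this. Between *HIS3* and the median of all genes, r was 0.704 (permutation p = 0.134, adjusted p = 0.201), rho 0.867 (permutation p = 0.0370, adjusted p = 0.0556), and r 0.699 without the same 2 libraries. Whether the plasmid level sets a library's median cannot be told apart from chance with 9 libraries.

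The groups were also set against quartiles of mean rlog in these libraries. This measure is not the RNAPII occupancy of the paper. It is not divided by gene length either, so it does not rank mRNA abundance alone. The 57 group 3 genes by the limma calls had 13 genes (22.8%) in the highest quartile, a log2 enrichment of −0.13 (adjusted p = 0.893). The pattern of high mean rlog in group 3 that a test had been set for was thus absent in these calls. The slope of the deviations on mean rlog, *spn1 K192N* minus wild-type, was −0.016 (exact permutation p = 0.3), which decides nothing on detection power. By the limma calls, the highest quartile was enriched in group 1 (0.54, adjusted p = 4.77e-15) and group 2 (0.41, adjusted p = 0.0428). Group 4 had 0.60 (adjusted p = 0.138, all from the hypergeometric test). Groups 1 and 2 also held an excess of long genes, and the enrichments by mean rlog were not separated from gene length. In the authors' groups, group 3 had an enrichment of 0.46 in the highest quartile (adjusted p = 0.0525) and 0 of 102 genes in the lowest. Group 2 had 1.20 (adjusted p = 2.39e-31), group 1 0.71 (adjusted p = 1.88e-26) and group 4 0.65 (adjusted p = 0.0265). The smallest mean scaled count in the authors' table for *spn1 K192N* is 359. Against the genes in that table, group 3 had −0.21 (adjusted p = 0.659) and group 2 0.70 (adjusted p = 2.57e-08). The authors' filter on low counts may thus account for the excess in group 3, and for part but not all of that in group 2. Groups 1 and 4 were not set against the genes of a filtered table.

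Genes on the phosphate starvation list, which the paper's named terms do not cover, were lower in at least 1 mutant for 15 of 17 (odds ratio 30.1, adjusted p = 1.54e-08, Fisher's exact test). In *spn1 K192N*, 13 were lower over all genes tested and 16 adjusted over the list alone, and in *spn1141-305* 11 and 14. The list was written after the top of the paper's supplementary table had been seen, so these counts are not independent evidence. The median log2 fold change was −0.63 in *spn1 K192N* and −0.26 in *spn1141-305*, or −0.56 and −0.15 relative to the median gene, and fry gave an adjusted p of 0.00200 and 0.0229. Of 50 ribosomal protein genes, 1 was lower in each mutant, over all genes tested and adjusted over the list alone (odds ratio 0.0801, adjusted p = 0.000460, Fisher's exact test), with medians of 0.018 and 0.016 relative to the median gene. The composition of the medium and a response to it were not tested.

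The smallest adjusted p-values in the authors' tables imply an adjustment over 5006, 7435 and 11172 tests, against 3916, 5011 and 6234 genes listed for *spn1 K192N* and *spn1141-305* against wild-type and for *spn1141-305* against *spn1 K192N*.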
